# The mechanosensitive ion channel PIEZO1 promotes satellite cell function in muscle regeneration

**DOI:** 10.26508/lsa.202201783

**Published:** 2022-11-29

**Authors:** Kotaro Hirano, Masaki Tsuchiya, Akifumi Shiomi, Seiji Takabayashi, Miki Suzuki, Yudai Ishikawa, Yuya Kawano, Yutaka Takabayashi, Kaori Nishikawa, Kohjiro Nagao, Eiji Umemoto, Yasuo Kitajima, Yusuke Ono, Keiko Nonomura, Hirofumi Shintaku, Yasuo Mori, Masato Umeda, Yuji Hara

## Abstract

Muscle satellite cells (MuSCs), myogenic stem cells in skeletal muscles, play an essential role in muscle regeneration. After skeletal muscle injury, quiescent MuSCs are activated to enter the cell cycle and proliferate, thereby initiating regeneration; however, the mechanisms that ensure successful MuSC division, including chromosome segregation, remain unclear. Here, we show that PIEZO1, a calcium ion (Ca^2+^)-permeable cation channel activated by membrane tension, mediates spontaneous Ca^2+^ influx to control the regenerative function of MuSCs. Our genetic engineering approach in mice revealed that PIEZO1 is functionally expressed in MuSCs and that *Piezo1* deletion in these cells delays myofibre regeneration after injury. These results are, at least in part, due to a mitotic defect in MuSCs. Mechanistically, this phenotype is caused by impaired PIEZO1-Rho signalling during myogenesis. Thus, we provide the first concrete evidence that PIEZO1, a bona fide mechanosensitive ion channel, promotes proliferation and regenerative functions of MuSCs through precise control of cell division.

## Abstract (precis)

PIEZO1, a mechanosensitive ion channel, regulates Rho-GTPase activity and specifically accumulates at the midbody of muscle satellite cells to precisely control cell division for muscle regeneration.

## Introduction

Muscle-resident stem cells, called muscle satellite cells (MuSCs), are critical for skeletal muscle regeneration after muscle injury. Under resting conditions, quiescent MuSCs reside on the plasma membrane of myofibres and underneath the extracellular matrix (Mauro, 1961). Upon injury, they get activated and undergo differentiation to become fusogenic myoblasts that repair damaged myofibres or form multinucleated cells called myotubes (Relaix & Zammit, 2012). The importance of MuSCs is further demonstrated by the fact that their impaired function is closely associated with sarcopenia and a class of muscle diseases (i.e., muscular dystrophy) (Dumont et al, 2015; Tierney & Sacco, 2016; Feige et al, 2018).

An important characteristic of MuSCs is that a small population of these cells can give rise to a large number of myofibres in engrafted muscle. Moreover, MuSCs retain the capacity to self-renew (Collins et al, 2005). Extensive efforts have been made to elucidate the mechanisms underlying MuSC activation, proliferation, and differentiation. MuSCs express paired box 7 (Pax7), a transcription factor essential for MuSC-specific gene expression (Seale et al, 2000). Once activated, the expression of distinct transcription factors, including Myf5 and MyoD, is up-regulated, generating myoblast-specific gene signatures (Relaix & Zammit, 2012). The fate of MuSCs is determined by several signalling cascades and multiple secretory molecules (Rodgers et al, 2017; Eliazer et al, 2019). In addition to biochemical cues, biophysical stimuli are also thought to influence the functions of MuSCs (Evano & Tajbakhsh, 2018; Li et al, 2018). Although the molecular signalling pathways involved in MuSC function have been identified, the critical determinant that integrates the changes in mechanical properties upon myofibre injury into biological processes that stimulate MuSCs remains to be elucidated.

The cytosolic concentration of Ca^2+^ is strictly maintained within the nanomolar range and is approximately 20,000-fold lower than that in the extracellular fluids (Clapham, 2007). Thus, Ca^2+^ influx across the plasma membrane is recognised as one of the critical determinants of diverse cellular and physiological events (Berridge et al, 2003). Multiple Ca^2+^ channels play critical roles in skeletal muscle function; the L-type voltage-gated Ca^2+^ channel, also known as a dihydropyridine receptor, is essential for myofibre contraction via its interaction with the ryanodine receptor (Campbell et al, 1988; Calderon et al, 2014). On the other hand, the STIM1-ORAI complex, a component of store-operated Ca^2+^ channel, is involved in muscle development, growth, and physiology (Endo et al, 2015; Michelucci et al, 2018). Among the known categories of Ca^2+^ channels, the mechanosensitive ones that are activated by physical stimuli at the plasma membrane, are thought to be plausible candidates as regulators of MuSC functions.

PIEZO1, a mechanosensitive ion channel activated by membrane tension, plays a fundamental role in sensing biophysical forces (Coste et al, 2010). It is composed of roughly 2,500 amino acid residues that form a propeller-like homo-trimer and is well-conserved from plants to human. *PIEZO1* gene mutations have been identified in patients with hereditary xerocytosis, where it confers resistance to malaria (Ma et al, 2018). Moreover, studies on tissue-specific *Piezo1*-deficient mice have revealed that PIEZO1 is involved in the mechanosensation of cells and tissues, including neuronal progenitor cells (Pathak et al, 2014), chondrocytes (Lee et al, 2014), and blood and lymphatic vessels (Li et al, 2014; Nonomura et al, 2018), suggesting that PIEZO1 is critical for tissue homeostasis (Murthy et al, 2017). Our previous work indicated that PIEZO1 is highly expressed in myoblasts and that the ion channel activity of PIEZO1 is positively regulated by phospholipid flippase, an enzyme that catalyses the translocation of phospholipids from the outer to inner leaflets of the plasma membranes. Moreover, our results demonstrated that *Piezo1* deletion leads to impaired actomyosin assembly, causing the formation of abnormally enlarged myotubes, suggesting that PIEZO1-mediated Ca^2+^ influx is a critical determinant of myotube morphogenesis (Tsuchiya et al, 2018). However, the role of PIEZO1 in MuSCs remains unclear.

In this study, we evaluated the expression of PIEZO1 in skeletal muscles and showed that PIEZO1 is highly expressed in undifferentiated MuSCs. We demonstrated that *Piezo1* deficiency in MuSCs leads to delayed myofibre regeneration after myolysis-induced degeneration. Our results using a series of genetic mouse models revealed that this phenotype resulted, at least in part, from impaired activation, proliferation, and mitosis of MuSCs caused by suppression of the Rho-mediated signalling pathway. Thus, our results indicate that PIEZO1 is involved in skeletal muscle regeneration by promoting MuSC function.

## Results

### PIEZO1 is predominantly expressed in MuSCs

We previously reported that PIEZO1 is critical for morphogenesis during myotube formation (Tsuchiya et al, 2018). To examine the expression profile of *Piezo1* in skeletal myogenesis, we isolated total RNA from freshly isolated MuSCs (FISCs), proliferating MuSCs cultured for 4 d in growth medium, and mature skeletal muscle tissue. Quantitative RT-PCR analysis indicated that *Piezo1* mRNA expression was moderate and high in FISCs and proliferating MuSCs, respectively. However, no clear *Piezo1* expression was observed in mature myofibres (Fig 1A).

**Figure 1.**
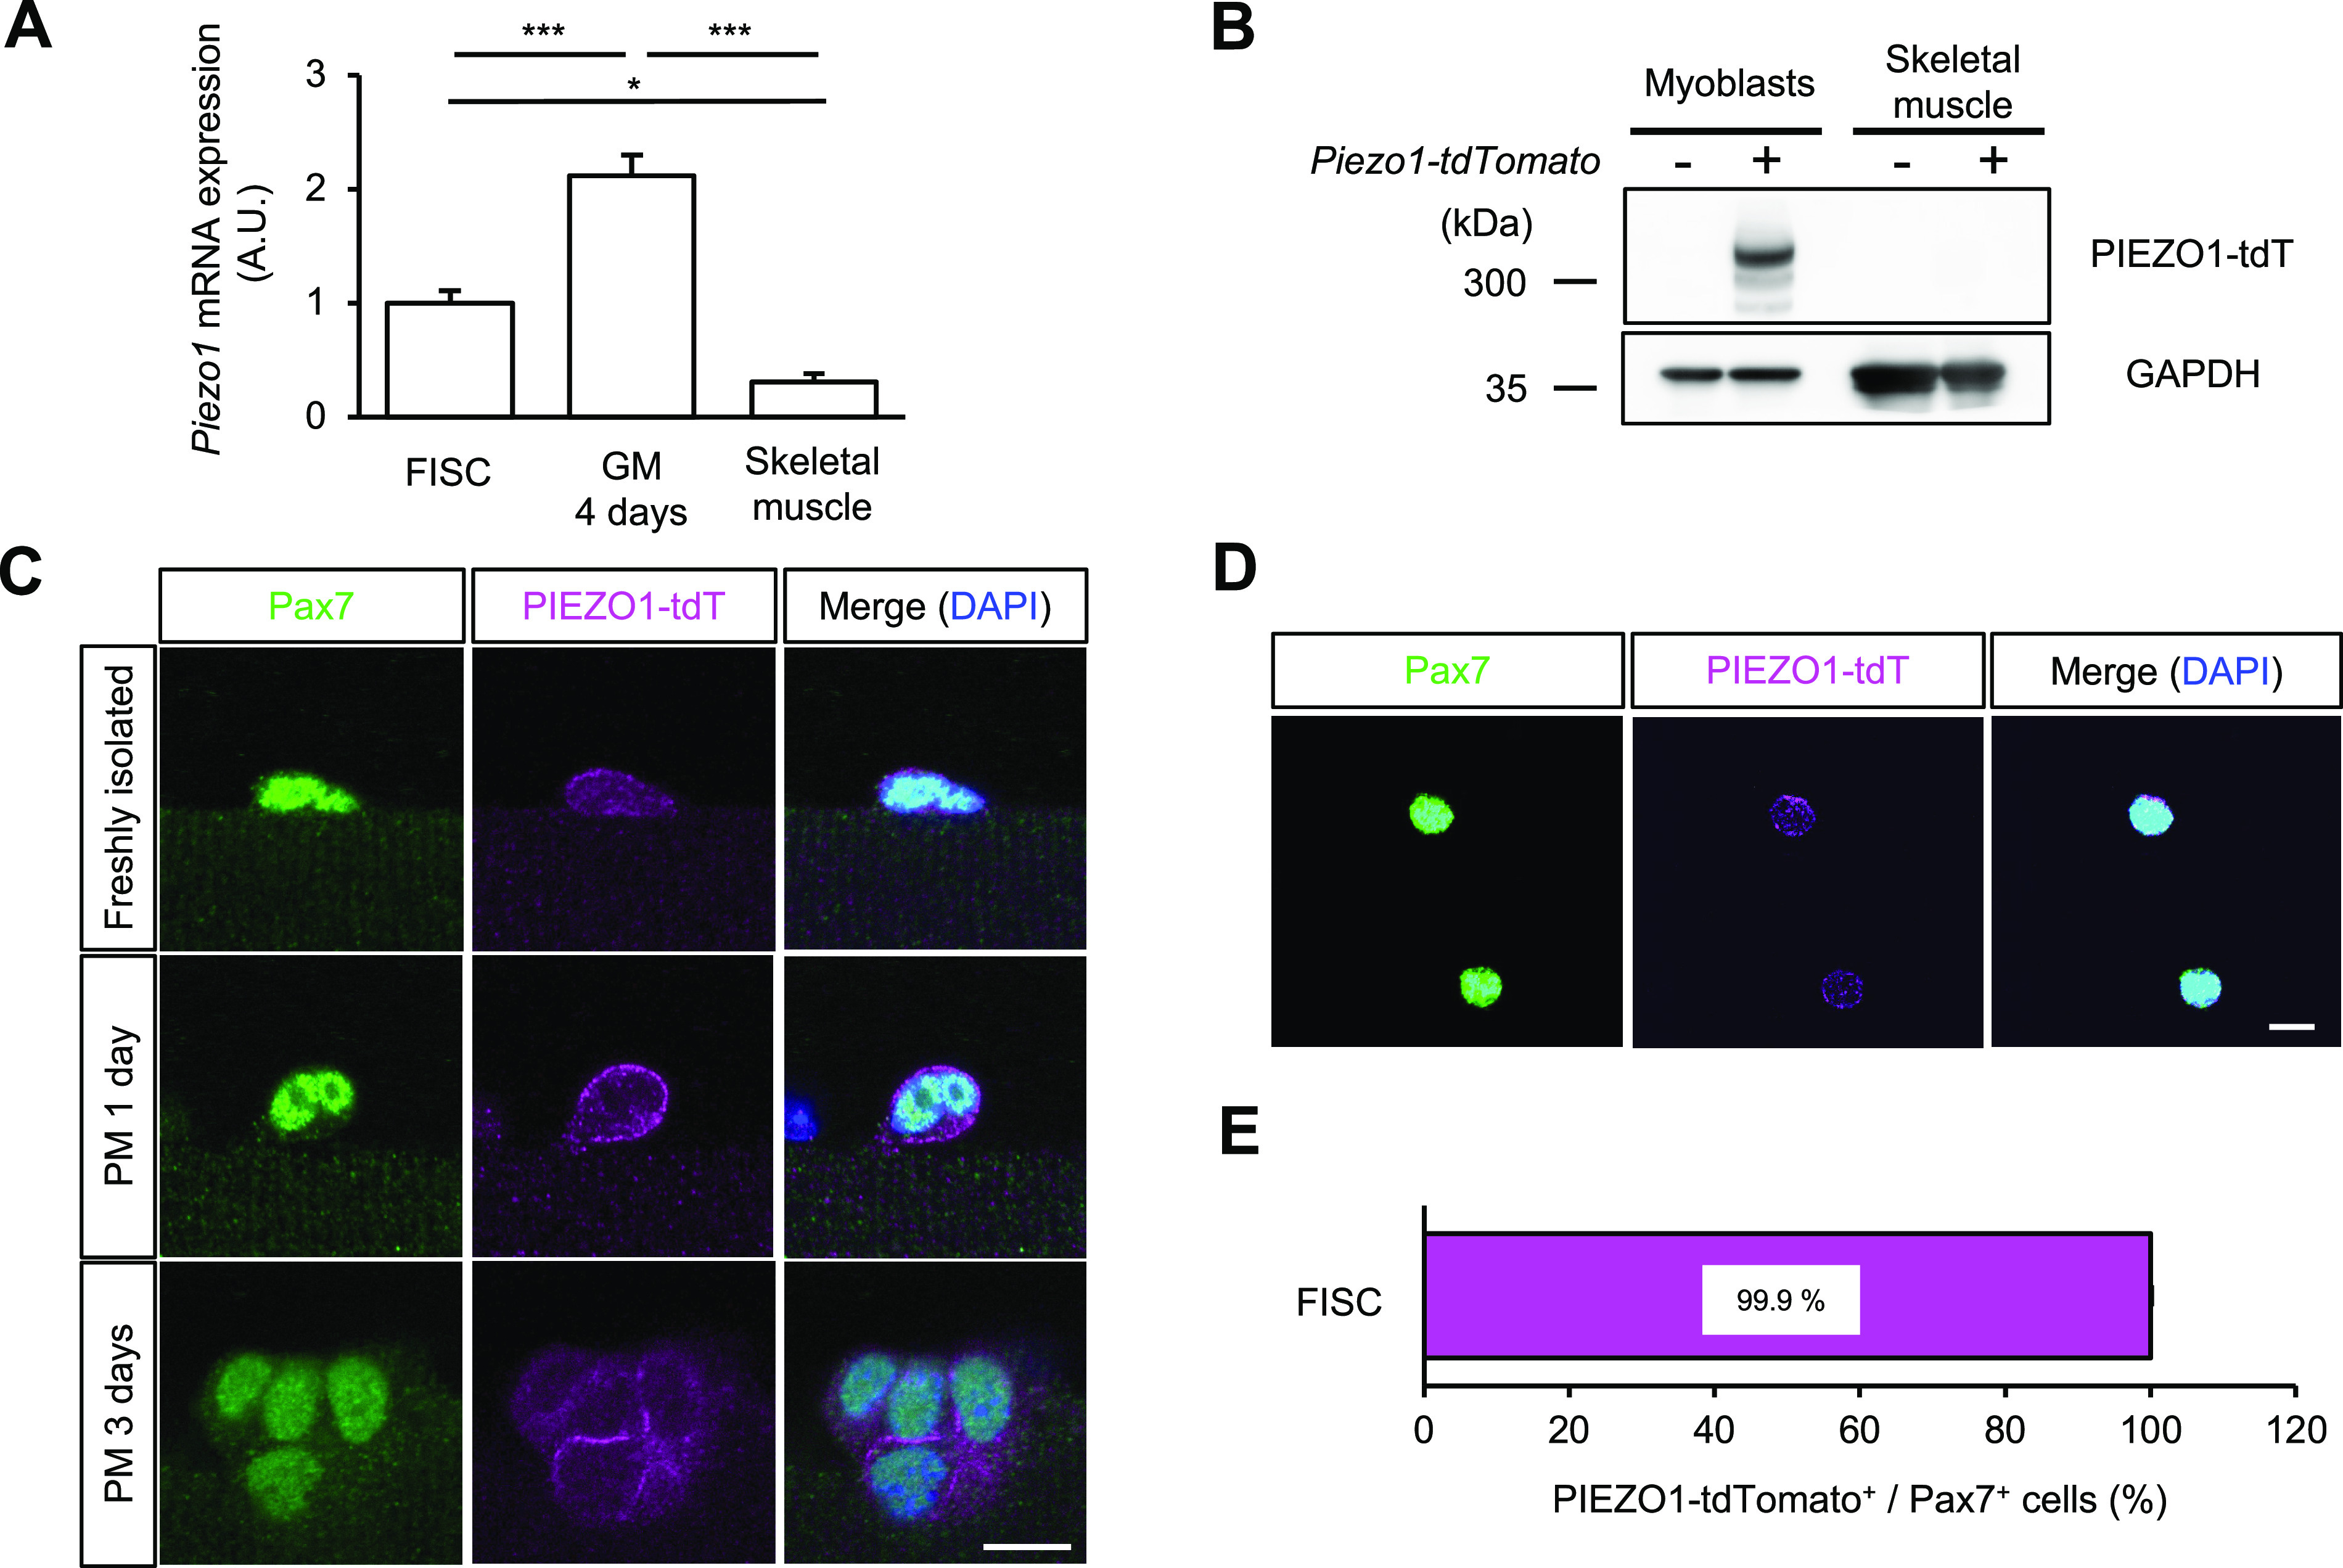
Expression of PIEZO1 channel in undifferentiated muscle satellite cells (MuSCs). **(A)** Quantitative RT–PCR analysis of the *Piezo1* gene in MuSCs. Total RNA samples were extracted from freshly isolated satellite cells (FISCs), proliferating satellite cells (GM 4 d), and mature skeletal muscle. 18*S* ribosomal RNA expression was used as a control (N = 3 mice per condition). **(B)** Western blot analysis of PIEZO1-tdTomato (PIEZO1-tdT) in MuSCs cultured in GM for 6 d or skeletal muscle isolated from *Piezo1-tdTomato* mice or C57BL6 wild-type mice. GAPDH was used as a loading control. **(C, D)** Detection of PIEZO1 protein in MuSCs. Immunofluorescent analysis of PIEZO1 on isolated myofibres from EDL muscle (C) or FISCs (D) from *Piezo1-tdTomato* mice. Isolated myofibres were cultured for 1 or 3 d in plating medium (PM). PIEZO1-tdTomato was visualised by immunofluorescent staining with anti-RFP antibody (magenta). Pax7 and nuclei were also detected with anti-Pax7 antibody (green) and DAPI (blue), respectively. Scale bar: 10 μm. **(E)** Percentage of PIEZO1-tdTomato-positive cells in Pax7-positive FISCs (>100 cells per condition from N = 3 mice). *P < 0.05, ***P < 0.001. (Tukey’s test). Source data are available online for this figure.

To validate the protein expression of PIEZO1 in MuSCs, we used *Piezo1-tdTomato* mice in which the C-terminus of endogenous PIEZO1 was fused with a red fluorescent protein, tdTomato (Fig S1A; Ranade et al, 2014). The protein expression of PIEZO1-tdTomato in proliferating MuSCs was validated by Western blot analysis (Fig 1B). Immunofluorescent analysis was performed to detect PIEZO1-tdTomato and Pax7, a MuSC-specific transcription factor (Seale et al, 2000), on floating single myofibres isolated from the extensor digitorum longus (EDL) muscle of *Piezo1-tdTomato* mice. PIEZO1 expression was clearly observed in Pax7-positive MuSCs but not in myofibres (Fig 1C and D), which is consistent with the RT-PCR results shown in Fig 1A. Furthermore, PIEZO1 expression was also observed in Pax7-positive FISCs isolated from *Piezo1-tdTomato* muscle samples using fluorescence-activated cell sorting (FACS) as a population of VCAM1^+ve^, Sca1^−ve^, CD31^−ve^, and CD45^−ve^ cells (Figs 1D and S1B). PIEZO1-tdTomato was detected in almost all Pax7-positive FISCs (Fig 1E).

**Figure S1.**
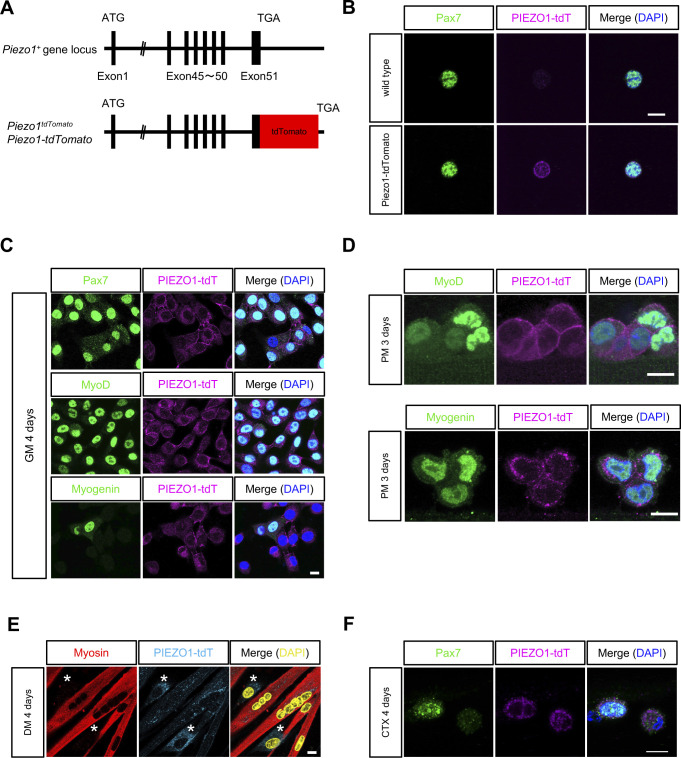
Expression of PIEZO1-tdTomato in muscle satellite cells (MuSCs). **(A)** Schematic diagram representing the *Piezo1* locus in *Piezo1-tdTomato* mice. **(B, C, D)** Expression of PIEZO1-tdTomato in isolated MuSCs. MuSCs isolated from *Piezo1-tdTomato* and control muscle tissues were subjected to immunofluorescent analysis as indicated. **(B)** Pax7 and tdTomato detection in freshly isolated MuSCs. Upper panels: MuSCs from wild type; lower panels: PIEZO1-tdTomato. **(C)** MuSCs cultured for 4 d, for detection of Pax7, MyoD, and Myogenin. **(D)** PIEZO1-tdTomato, MyoD (upper panel) and Myogenin (lower panel) were detected on myofibres cultured in plating medium for 3 d. Scale bar: 10 μm. **(E)** Myotubes cultured in differentiated medium for 4 d, for detection of myosin heavy chain, and tdTomato. White stars indicate undifferentiated cells. Scale bar: 10 μm. **(F)** Detection of PIEZO1-tdTomato in MuSCs on myofibres after muscle injury. PIEZO1-tdTomato and Pax7 were detected on myofibres isolated from cardiotoxin-injected EDL muscles at 4 d post-injection. Scale bar: 10 μm.

We next examined the localization of PIEZO1-tdTomato in cultured MuSCs and myofibres and found that PIEZO1-tdTomato was localized at the plasma membrane of Pax7- or MyoD-positive MuSCs, whereas PIEZO1-tdTomato was accumulated intracellularly in myogenin-positive MuSCs (Fig S1C and D). In support of this data, PIEZO1-tdTomato was clearly observed in undifferentiated cells, whereas it was only marginally detected in myosin heavy chain-positive cells (i.e., differentiated myotubes) (Fig S1E).

MuSCs are committed to becoming myoblasts during myogenesis in response to myofibre injury (Yin et al, 2013). To investigate whether PIEZO1 is expressed in activated MuSCs, the tibialis anterior (TA) muscle was injected with cardiotoxin (CTX), a venom toxin that causes myofibre degeneration and concomitant regeneration. This was followed by the immunofluorescent detection of PIEZO1-tdTomato on regenerating myofibres 4 d after CTX injection. PIEZO1 expression was detected in the Pax7-positive cell population (Fig S1F), suggesting that PIEZO1 is involved in myogenesis.

### PIEZO1 is involved in Ca^2+^ mobilisation in MuSCs

To examine whether PIEZO1 acts as a Ca^2+^-permeable channel in MuSCs, we generated *Piezo1*-deficient mice. As the systemic deletion of *Piezo1* gene causes embryonic lethality (Li et al, 2014), we used conditional gene targeting using Cre-loxP-mediated genetic recombination. Mice harbouring “floxed” alleles of the *Piezo1* gene were crossed with *Pax7*^*CreERT2/+*^, a transgenic mouse line that specifically expresses Cre-recombinase in MuSCs under the control of tamoxifen (TMX) (Fig S2A; Lepper & Fan, 2010). After the resultant mice (*Piezo1*^*flox/flox*^; *Pax7*^*CreERT2/+*^) were obtained, *Piezo1* gene deletion was induced by intraperitoneal injection of tamoxifen in the mice (called *Piezo1* cKO) for five consecutive days. MuSCs isolated from *Piezo1* cKO were seeded onto glass-bottom dishes and subjected to Ca^2+^ measurements using the ratiometric Ca^2+^ indicator Fura-2. Ca^2+^ influx was clearly detected with Yoda-1 (a chemical agonist for PIEZO1; Syeda et al, 2015) in FISC and cultured MuSCs from controls but not from *Piezo1* cKO, confirming PIEZO1 expression and the effectiveness of *Piezo1* conditional deletion in these cells (Figs 2C and D and S2B–G).

**Figure S2.**
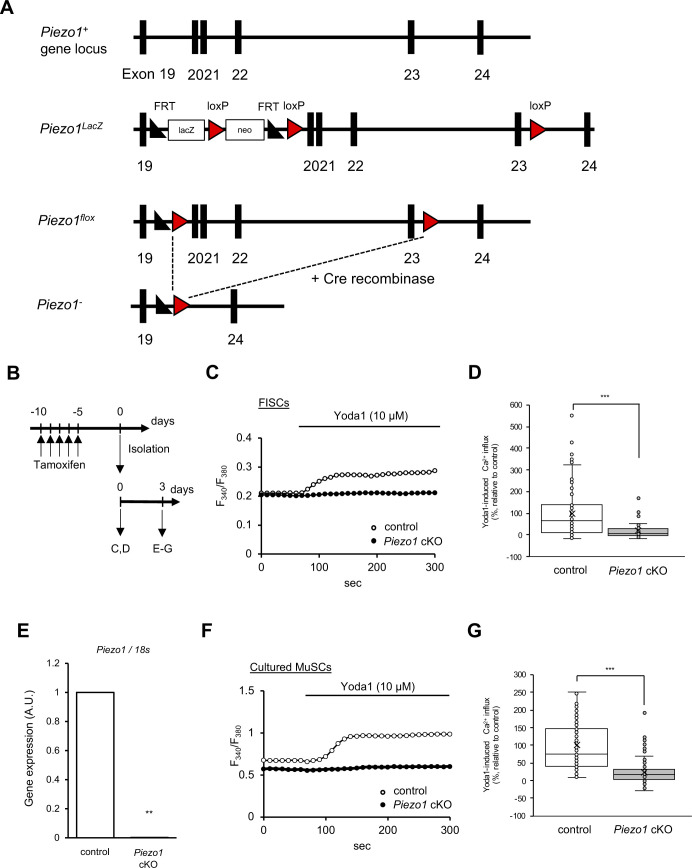
Generation of muscle satellite cell (MuSC)-specific *Piezo1*-deficient mice. **(A)** Schematic diagram representing the *Piezo1* locus in *Piezo1* cKO mice. **(B, C, D, F, G)** Ca^2+^ measurements in MuSCs and myoblasts isolated from control or *Piezo1* cKO mice. **(B)** Time course for the induction of *Piezo1*-deficiency, and for harvesting MuSCs. Endogenous PIEZO1 was activated by the administration of a PIEZO1 agonist, Yoda1 in MuSCs (C, D) (>60 cells for control, and >40 cells for *Piezo1* cKO from N = 3 mice) or MuSCs cultured for 3 d in GM (F, G) (>180 cells for control, and >110 cells for *Piezo1* cKO from N = 3 mice). Average traces of control (open circles) and *Piezo1* cKO (closed circles) are shown in (C, F). Box and whiskers graph―line: median, box: upper and lower quartiles, whiskers: maxima and minima are shown in (D, G). **(E)** Expression levels of the *Piezo1* gene in control and *Piezo1* cKO MuSCs cultured in GM for 3 d were examined by RT-qPCR. The expression was normalised to 18*S* ribosomal RNA (N = 4 mice per condition). **P < 0.01, ***P < 0.001 (non-paired *t* test).

**Figure 2.**
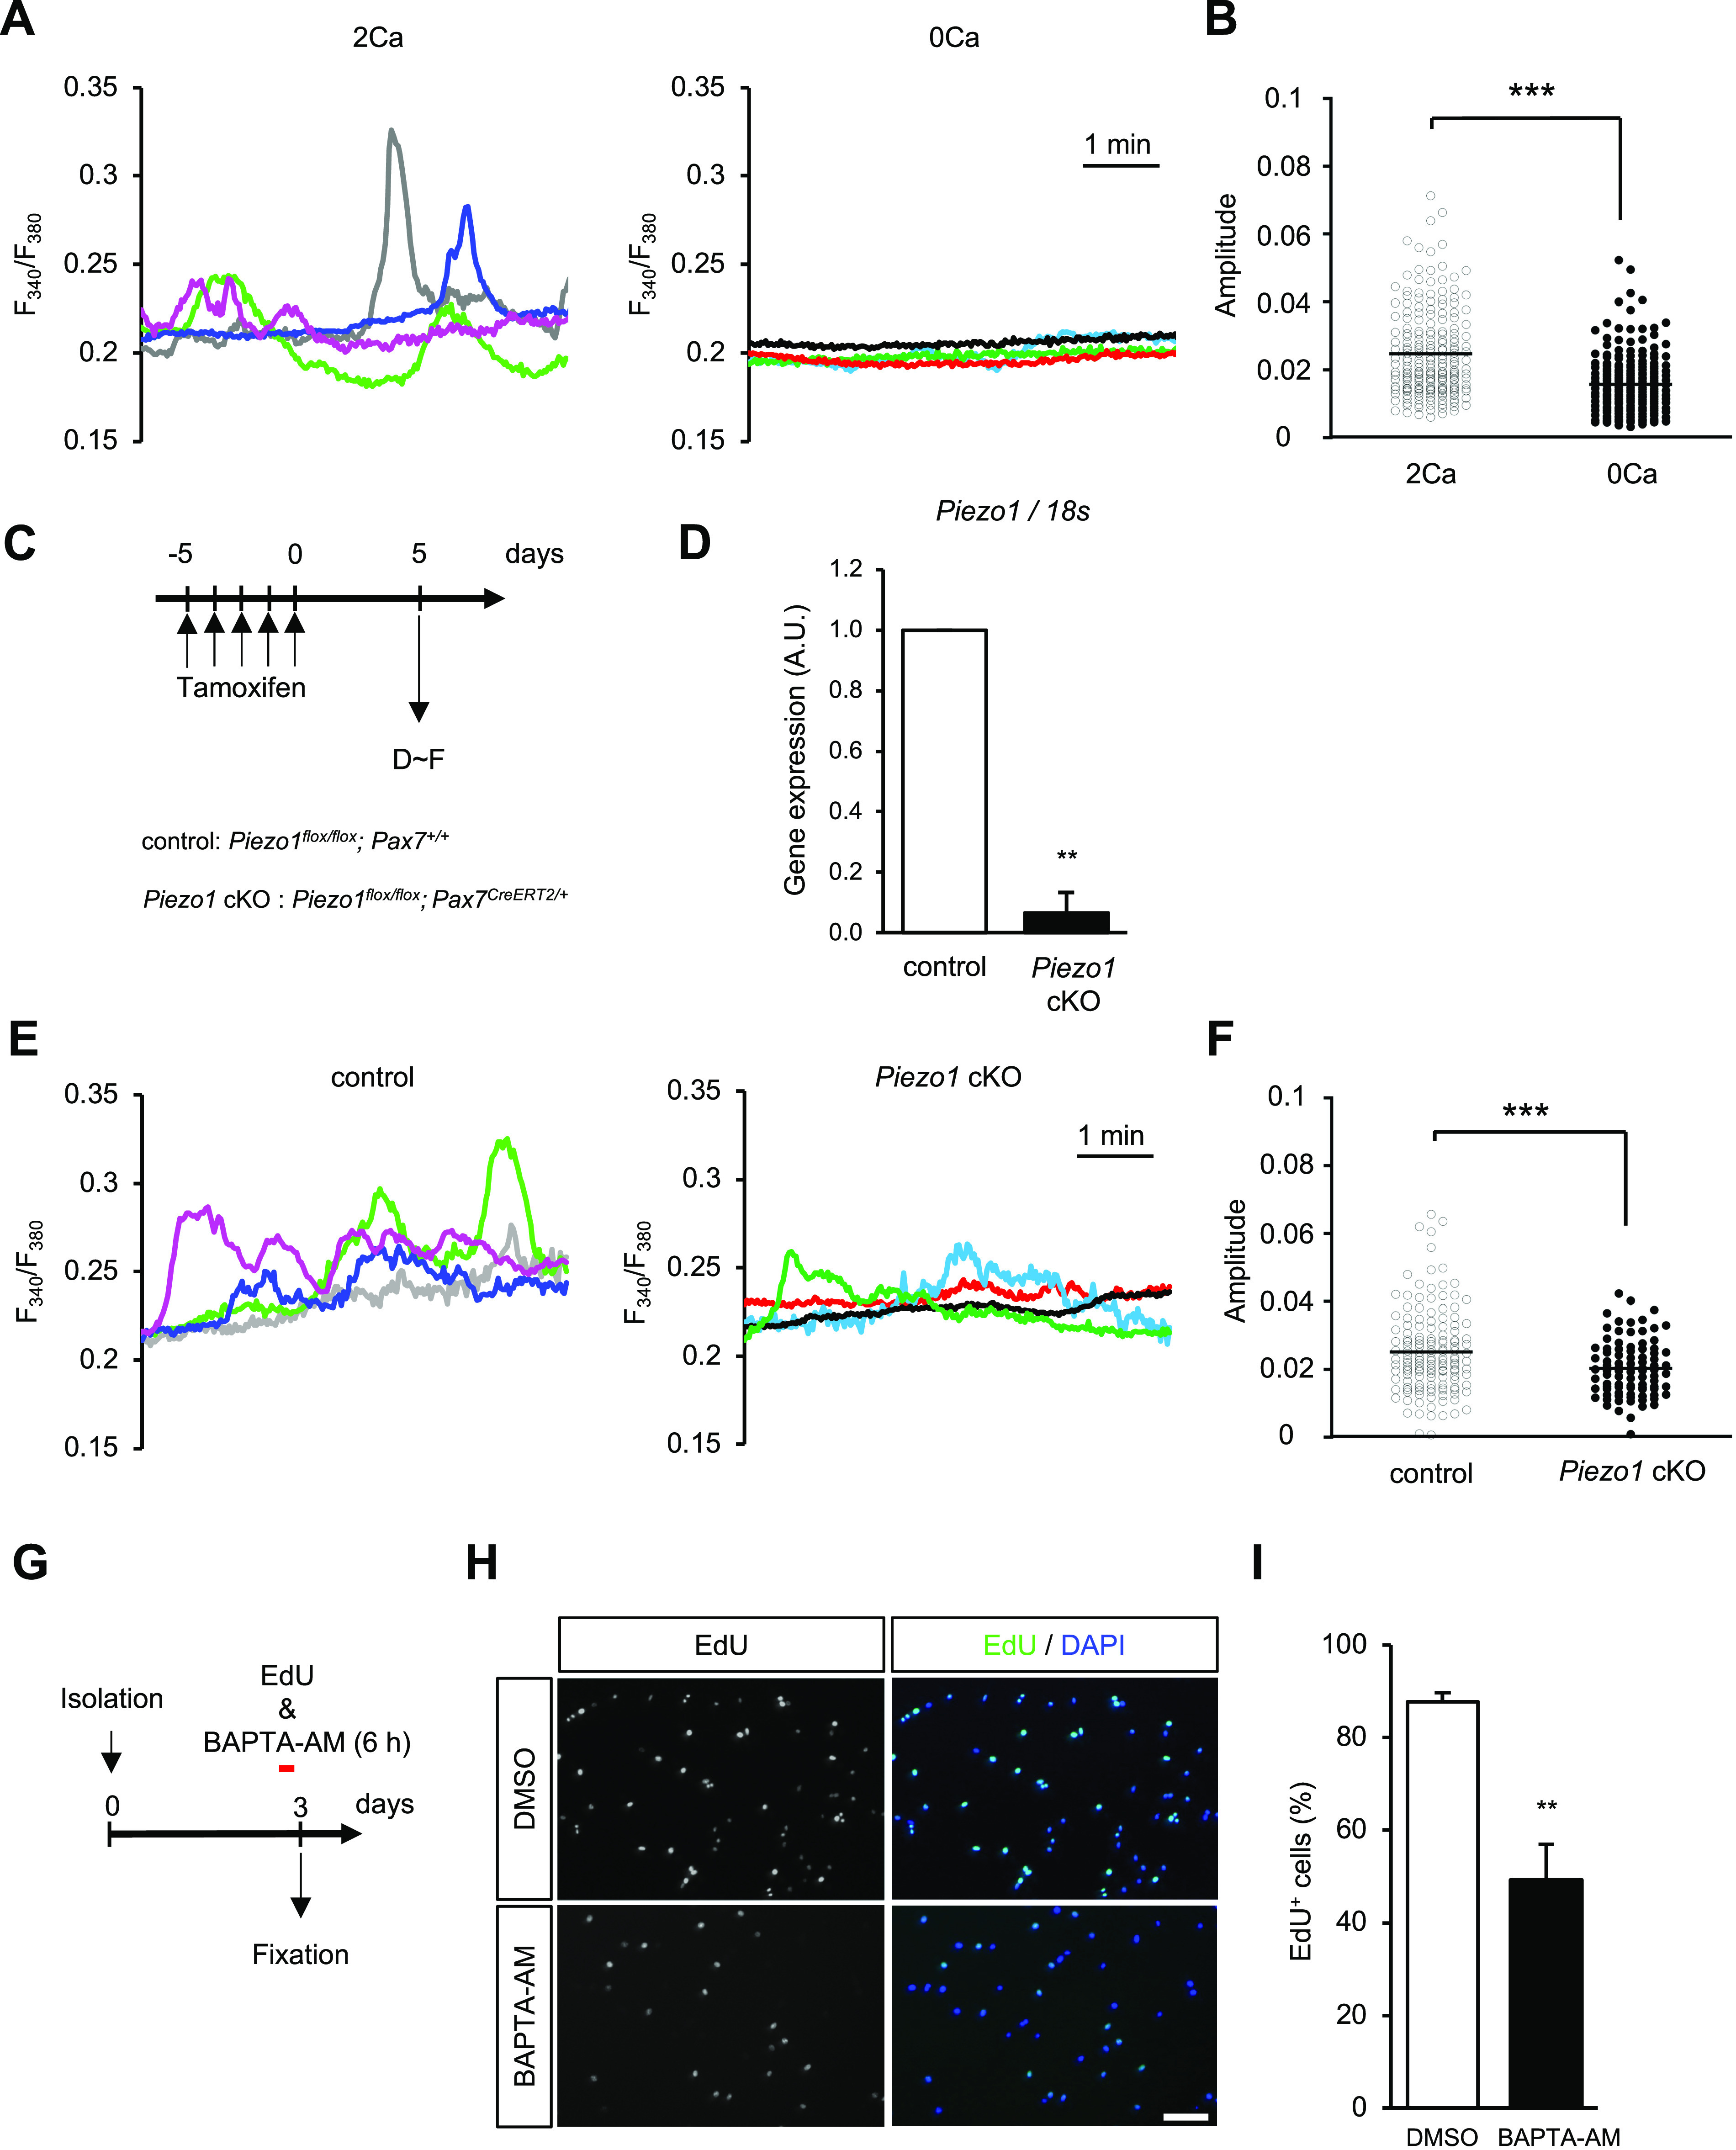
PIEZO1-dependent Ca^2+^ fluctuation in muscle satellite cells (MuSCs). **(A, B)** Calcium ion (Ca^2+^) measurements in MuSCs under resting conditions. After isolation of MuSCs from control mice, Ca^2+^ fluctuations were monitored using the Ca^2+^ indicator Fura-2. **(A)** Representative traces of Ca^2+^ fluctuations in control MuSCs in the presence (2 mM Ca^2+^; left panel with light green, magenta, grey, and dark blue traces) and absence (0 mM Ca^2+^; right panel with dark green, red, black, and light blue traces) of extracellular Ca^2+^. **(B)** Measurement of the amplitude of Ca^2+^ fluctuations in MuSCs. Open circles: amplitudes in the presence of Ca^2+^, closed circles: those in the absence of Ca^2+^ (>130 cells per condition from N = 3 mice). **(C, D)** Induction of *Piezo1*-deficiency by administration of tamoxifen via intraperitoneal injection. **(C)** Time course for induction of *Piezo1*-deficiency. **(D)** Relative expression of *Piezo1* mRNA in freshly isolated satellite cells derived from control and *Piezo1* cKO mice after tamoxifen injection. Data represent means + SEM. **(E, F)** Calcium ion (Ca^2+^) measurements in control or *Piezo1* cKO MuSCs. **(E)** Representative traces of control and *Piezo1* cKO cells are shown in the left and right panels, respectively. **(F)** Measurement of the amplitude of Ca^2+^ fluctuations in MuSCs. Open circles: control; closed circles: *Piezo1* cKO. (>60 cells per condition from N = 3 mice). **(G, H, I)** EdU incorporation assay on cultured MuSCs. **(G)** Time course for chelating cytosolic Ca^2+^ in proliferating MuSCs. **(H)** Representative images of an EdU incorporation assay on MuSCs cultured in media containing DMSO (upper panels) or BAPTA-AM (lower panels). Scale bar: 100 μm. **(I)** Measurement of EdU+ cells; the number of EdU+ cells was normalised to that on control; DMSO (>300 cells per condition from N = 5 mice). Data represent means + SEM. **P < 0.01, ***P < 0.001 (non-paired *t* test).

We investigated whether Ca^2+^ fluctuations (Berridge et al, 2003) could be detected in isolated MuSCs. Ca^2+^ measurements clearly detected spontaneous Ca^2+^ transients in HEPES-buffered saline (HBS) containing 2 mM Ca^2+^ but were almost completely abolished by chelating external Ca^2+^ with EGTA (Fig 2A and B). This allowed us to examine the contribution of PIEZO1 to these spontaneous Ca^2+^ transients in MuSCs. Indeed, a significant reduction in Ca^2+^ transients was evident in *Piezo1* cKO MuSCs (Fig 2C, E, and F). These results indicate that PIEZO1 acts as a Ca^2+^-permeable ion channel that predominantly generates Ca^2+^ fluctuations in MuSCs.

Next, we investigated whether Ca^2+^ affects the proliferative capacity of MuSCs by chelating cytosolic Ca^2+^ in MuSCs using 1,2-bis(2-aminophenoxy) ethane-*N,N,N′,N′*-tetraacetic acid tetra(acetoxymethyl ester) (BAPTA-AM), a membrane-permeable Ca^2+^ chelator. During a 6-h pulse of 5-ethynyl-20-deoxyuridine (EdU) with BAPTA-AM, the number of EdU-positive proliferating MuSCs decreased in BAPTA-AM-treated cells (Fig 2G–I). This indicates that Ca^2+^ signalling is essential for MuSC proliferation.

### PIEZO1 plays a role in myofibre regeneration

Based on the results of immunofluorescent analyses and Ca^2+^ imaging, we hypothesised that PIEZO1 plays a role in myofibre regeneration. We examined the effect of *Piezo1* deletion on MuSC function, by using CTX to induce the degeneration and subsequent regeneration of myofibres (Fig 3A). The reduction in muscle weight was more evident in *Piezo1* cKO mice than in control mice at 7 and 14 d post-CTX injection (Figs 3A–C and S3A–D). This result led us to further evaluate the histological abnormalities during myofibre regeneration after CTX injection. Haematoxylin and eosin staining revealed myofibres with centrally located nuclei (indicating regenerating myofibres) in the wild-type muscle at 7 d post-injection with CTX. In contrast, *Piezo1* cKO muscle displayed hallmarks of myofibre regeneration defects, such as fibrosis (Fig 3D–F). These abnormalities were further confirmed by a reduction in the cross-sectional area (CSA) of regenerating myofibres at 7 d post-injection with CTX (Fig 3G and H), although there was no histological abnormality in intact muscle or at later time points (Figs 3D and S3E–I). In addition, *Piezo1*^*LacZ/+*^, a mouse line heterologously harbouring *LacZ* and neomycin-resistant gene cassettes that disrupt *Piezo1* gene function, did not show obvious abnormalities (Fig S4A). Importantly, no obvious histological abnormalities were observed in *Piezo1*^*+/+*^; *Pax7*^*CreERT2/+*^ mice, eliminating the possibility that heterologous deletion in the *Pax7* gene affects the regeneration capacity of myofibres in *Piezo1* cKO mice in our study (Fig S4B and C). These results indicate that PIEZO1 is involved in myofibre regeneration after muscle injury.

**Figure 3.**
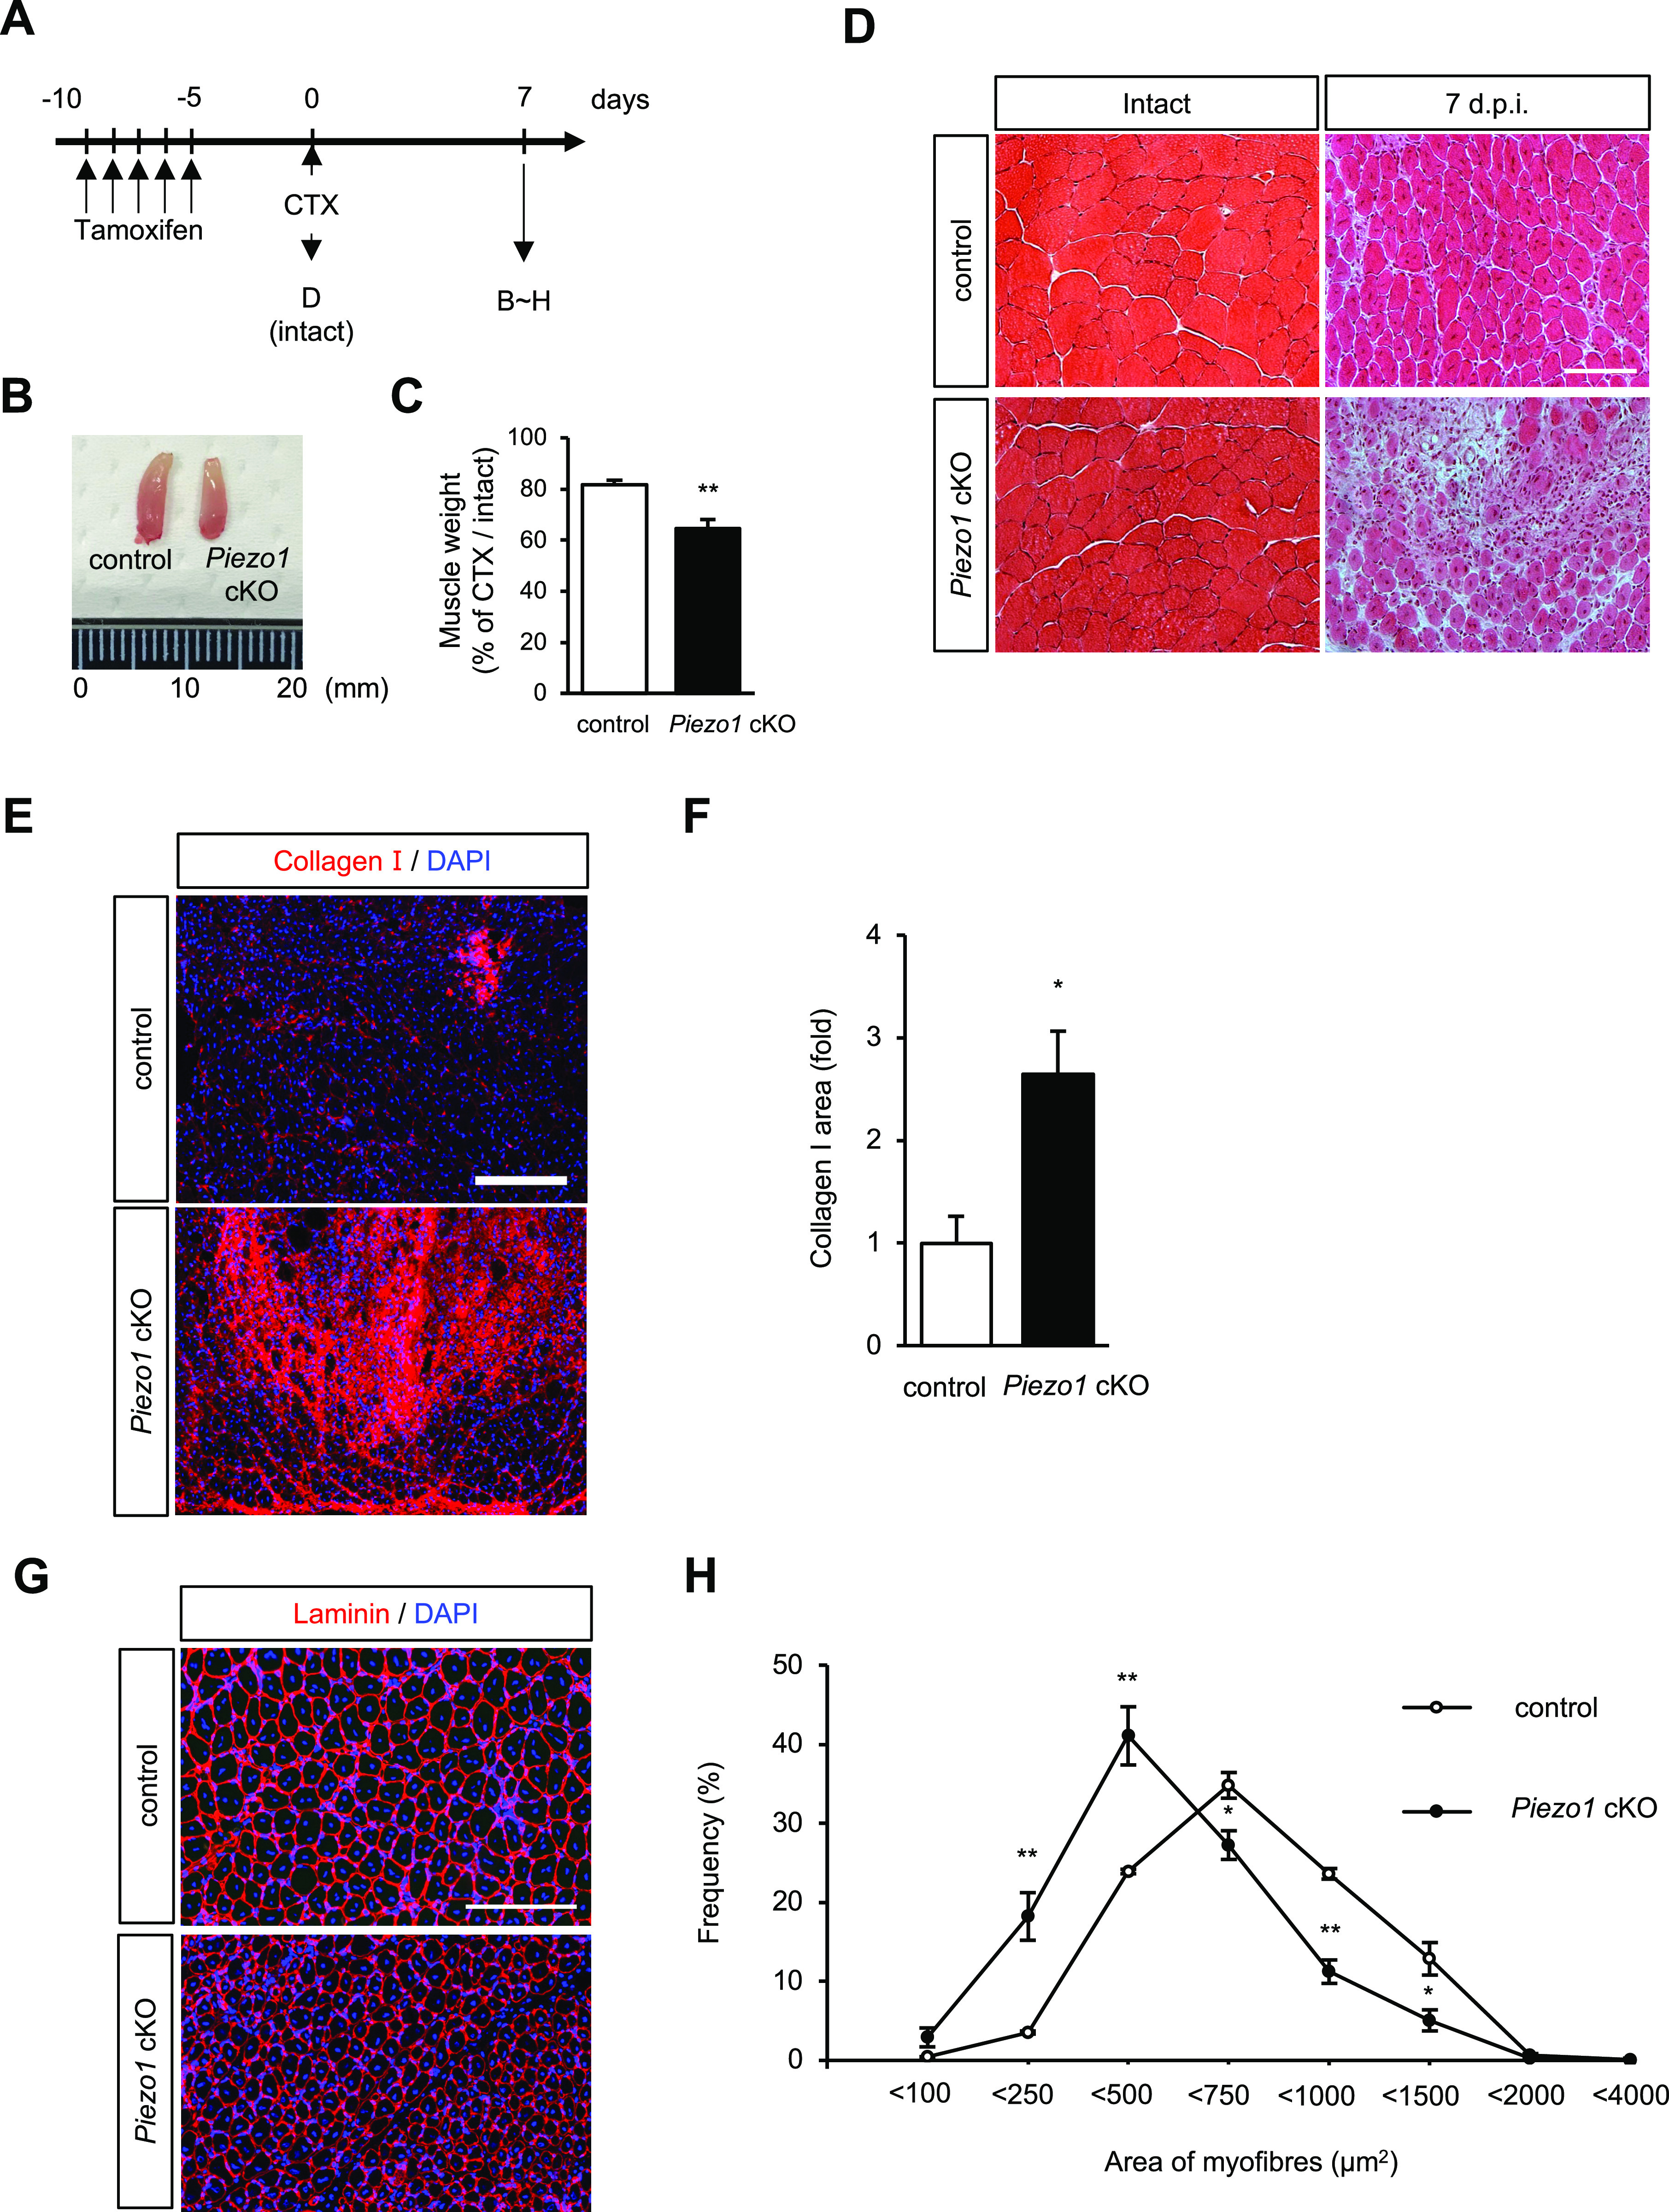
Impaired regeneration capacity of *Piezo1*-deficient muscle after cardiotoxin (CTX)-induced myofibre degeneration. **(A)** Time course for the induction of *Piezo1* deficiency, injection of TA with CTX, and isolation of regenerating muscle samples. **(B)** Representative images of regenerating TA muscle samples in control (left) and *Piezo1* cKO mice. **(C)** Weight of TA muscle samples after CTX-induced muscle injury (N = 3–7 mice per condition). **(D)** Haematoxylin and eosin staining of cross-sections of intact and CTX-injected tibialis anterior muscle samples harvested at 7 d post-injection. Upper panels: control; lower panels: *Piezo1* cKO mice. Scale bar: 100 μm. **(E, F)** Fluorescence intensity of regenerating muscle sections stained with anti-collagen I antibody. The y-axis shows the mean collagen I fluorescence intensity (ratio). Red: collagen I; blue: nuclei (DAPI). Bar graphs represent mean + SEM. White bars: wild-type; black bars: *Piezo1* cKO muscle (N = 3 mice per condition). Scale bar: 100 μm. **(G, H)** Cross-sectional area of regenerating myofibres at 7 d post-CTX injection. **(G)** Representative images of regenerating muscle sections stained with anti-laminin antibody. **(H)** Measurement of the cross-sectional area in (G) as the percentage of total fibres. Red: laminin I; blue: nuclei (DAPI) (N = 3 mice per condition). Scale bar: 100 μm. *P < 0.05, **P < 0.01. (non-paired *t* test). CSA, cross-sectional area.

**Figure S3.**
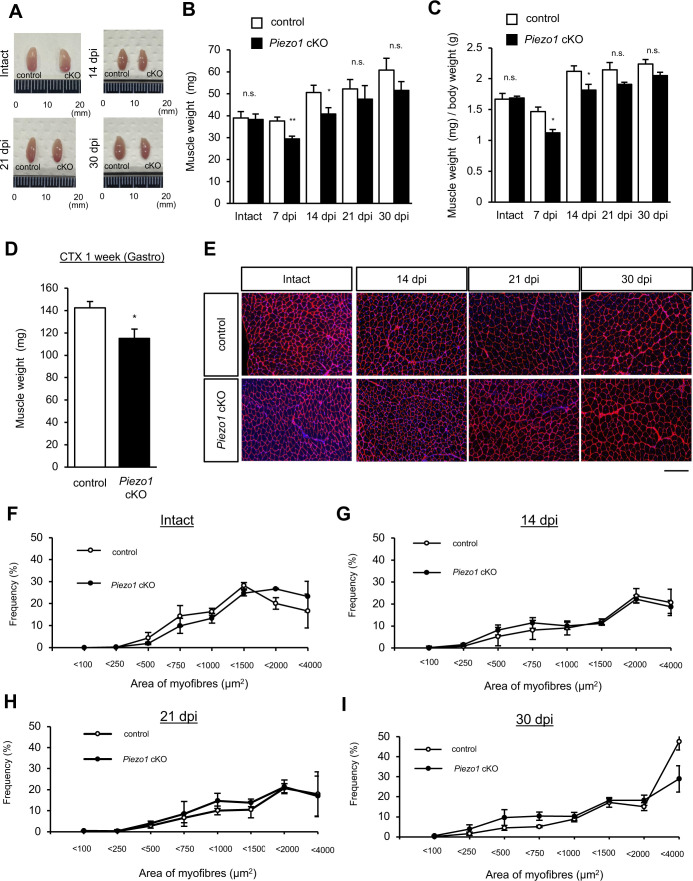
Evaluation of regenerating muscle samples isolated from control and *Piezo1* cKO mice after cardiotoxin (CTX) injection. **(A, B, C, D)** Muscle weight. **(A)** Representative images of regenerating TA muscle samples isolated from control (left) and *Piezo1* cKO mice (right). **(B)** TA muscle weight of control or *Piezo1* cKO mice (N = 3–6 mice per condition). **(C)** Muscle weight/body weight of control or *Piezo1* cKO mice (N = 3 mice per condition for intact, N = 5–6 mice per condition for 14 d.p.i., N = 5–8 mice per condition for 21 d.p.i., N = 4–5 mice per condition for 30 d.p.i.). **(D)** Gastrocnemius muscle weight, 1-wk post-CTX injection (N = 3–5 mice per condition). **(E, F, G, H, I)** Evaluation of the cross-sectional area (μm^2^) in control and *Piezo1* cKO after CTX injection at each time point. **(E)** Representative images of muscle sections stained with anti-laminin antibody and DAPI (N = 3–5 mice per condition). Scale bar: 100 μm. Measurement of cross-sectional area in intact muscle (F), 14 d.p.i (G), 21 d.p.i (H), and 30 d.p.i (I). *P < 0.05, **P < 0.01, n.s., not significant (non-paired *t* test).

**Figure S4.**
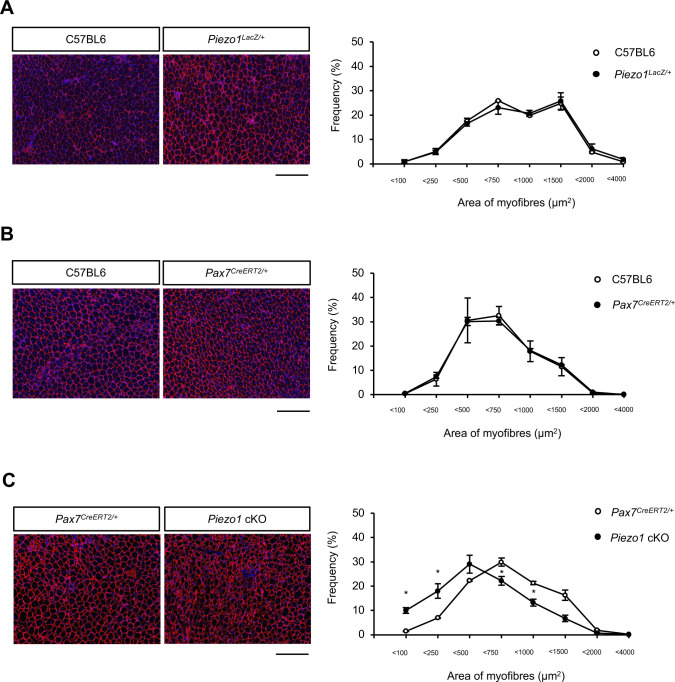
Evaluation of regenerating myofibres in *Piezo1*-heterozygous mice. **(A, B, C)** Evaluation of the cross-sectional area in *Piezo1*^*LacZ/+*^ (A) (N = 3 mice per condition), *Piezo1*^*+/+*^; *Pax7*^*CreERT2/+*^ (B) (N = 3 mice per condition), and *Piezo1* cKO (C) (N = 4 mice per condition) muscle, 1 wk post-cardiotoxin injection. Cross-sections were stained with anti-laminin antibody and DAPI, and the cross-sectional area was measured. Scale bar: 100 μm. *P < 0.05 (non-paired *t* test).

### PIEZO1 regulates the activation and proliferation of MuSCs

To investigate the role of PIEZO1 in myofibre regeneration, we sought to evaluate the number of MuSCs in CTX-injected TA muscle. Immunofluorescent detection of MuSCs with an anti-Pax7 antibody revealed that the number of MuSCs on muscle sections from *Piezo1* cKO mice was significantly reduced compared with that from control mice (Fig 4A–C), at 7 d after cardiotoxin administration. This suggests that PIEZO1 plays a role in the maintenance of the MuSC pool. To examine whether the proliferation of MuSCs was affected by *Piezo1* deletion, we performed EdU incorporation assays. After CTX injection into the TA muscle, the mice were subjected to intraperitoneal injection with EdU, followed by the detection of incorporated EdU in the nuclei of MuSCs, representing active DNA synthesis at 3 d post-CTX injection (Fig 4D). As indicated in Fig 4E and F, the number of EdU-positive and M-cadherin-positive cells (i.e., MuSCs that entered the cell cycle) was clearly reduced in the muscle sections of *Piezo1* cKO compared with the control. We further examined whether this trend was observed in the isolated MuSCs. Surprisingly, the number of EdU-positive MuSCs increased significantly in *Piezo1* cKO mice at 40 h post-isolation, in clear contrast to those cultured for 3 d (Fig 4G–J). These results suggest that PIEZO1 has multiple roles in MuSCs: suppression of MuSC activation by preventing cell cycle entry at an early stage and enhancing cell proliferation at a later stage post-injury.

**Figure 4.**
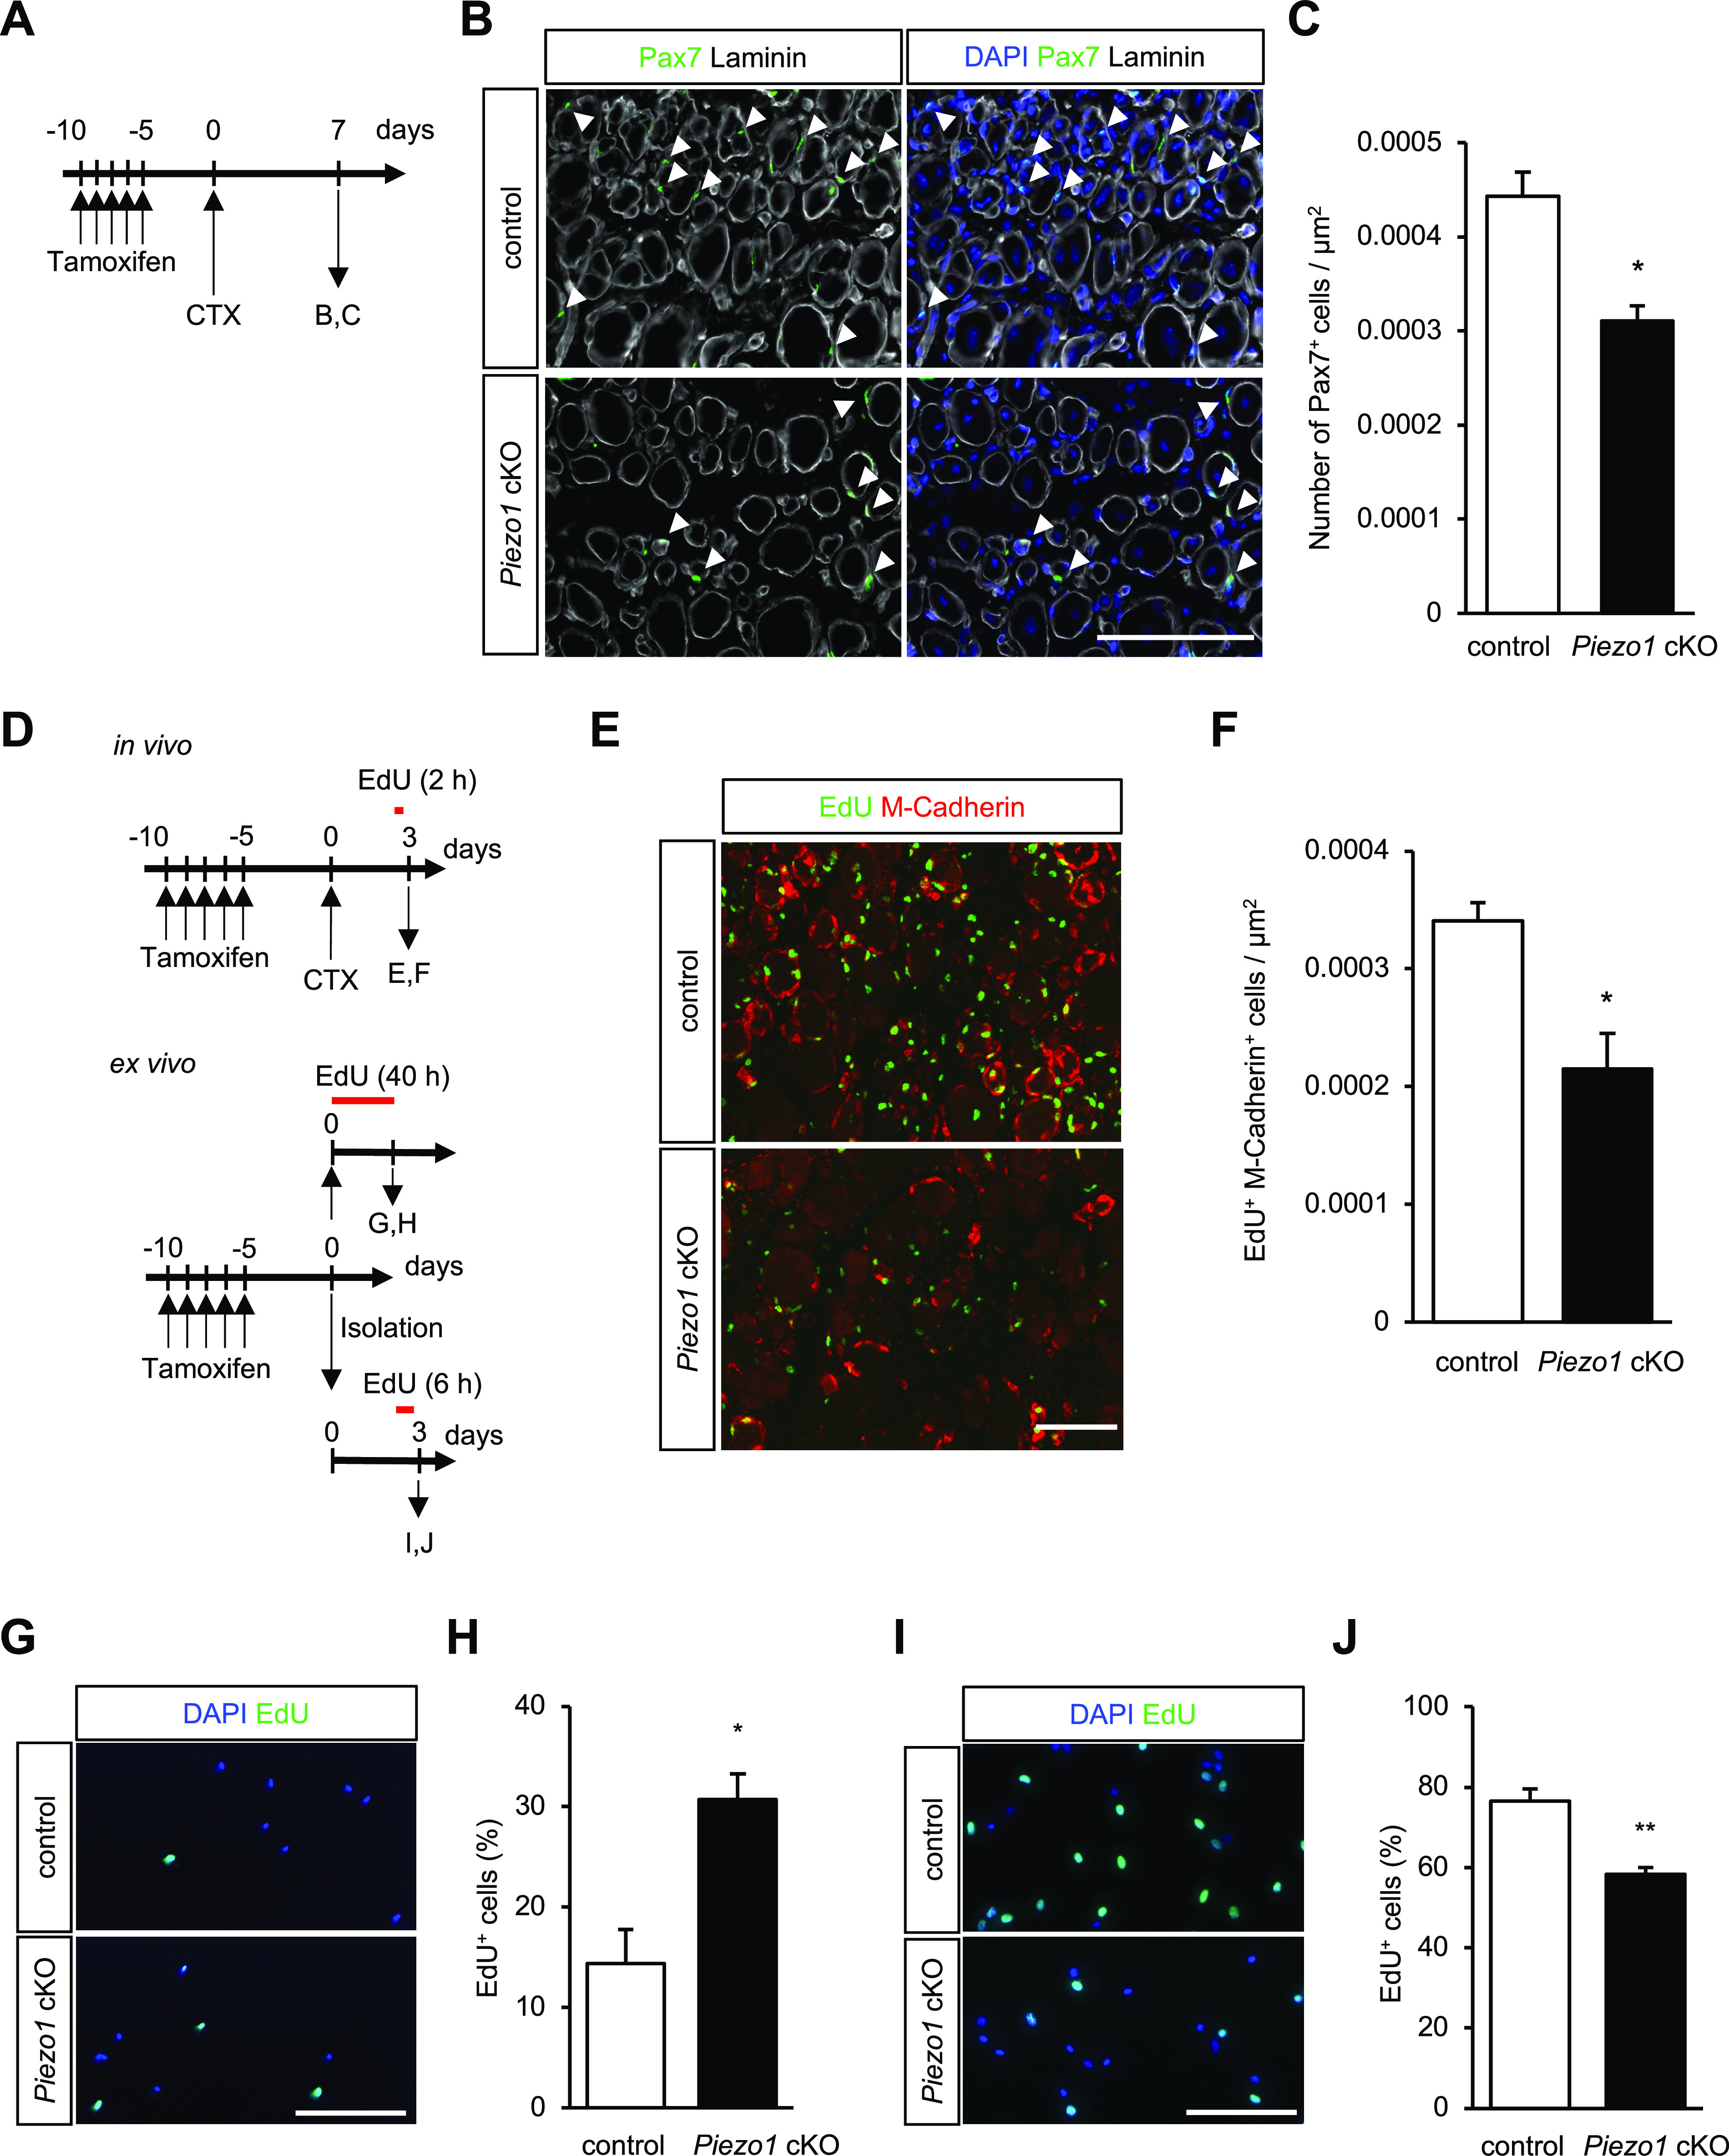
Reduced proliferation capacity of muscle satellite cells (MuSCs) with *Piezo1*-deficiency during myofibre regeneration. **(A)** Time course for the induction of *Piezo1* deficiency, cardiotoxin (CTX) injection, and harvesting of TA muscle samples. **(B, C)** Detection of Pax7-positive MuSCs (arrowheads) in cross-sections from control (left) and *Piezo1* cKO muscle (right). The number of MuSCs was evaluated 7 d after CTX administration. Scale bar: 100 μm. **(C)** Measurement of the number of Pax7-positive MuSCs per μm^2^ (N = 3 mice per condition). Bar graphs represent mean + SEM; *P < 0.05. **(D)** Time course of EdU incorporation assays on MuSCs in regenerating TA muscle (in vivo) and isolated MuSCs (ex vivo). **(E, F)** EdU incorporation assays for regenerating the TA muscle (in vivo). After CTX administration, the number of EdU+ M-cadherin+ cells (i.e., MuSCs possessing proliferative capacity) was counted in cross-sections from control and *Piezo1* cKO muscle samples (N = 3 mice per condition). **(E)** Representative images of EdU (green)- and M-cadherin (red)-positive MuSCs in the control (upper panel) and *Piezo1* cKO (lower panel) sections. Scale bar: 100 μm. **(F)** Number of EdU+ M-cadherin+ cells per μm^2^. **(G, H, I, J)** EdU incorporation assay in cultured MuSCs (ex vivo). EdU was incorporated into MuSCs for 40 h (G, H) before fixation (>300 cells from N = 3 mice per condition) or 6 h (I, J) before fixation (>500 cells from N = 4 mice per condition). Scale bar: 100 μm. *P < 0.05, **P < 0.01 (non-paired *t* test).

To further evaluate the capacity for myogenic progression, we performed immunofluorescent analysis on isolated myofibres, where the microenvironment surrounding MuSCs was relatively preserved. In the case of freshly isolated myofibres, the number of Pax7-positive MuSCs in *Piezo1* cKO was comparable to that in the control samples (Fig 5A–C). We next examined the expression levels of MyoD, a myogenic regulatory factor that is predominantly expressed in MuSCs after activation (Zammit et al, 2004). The isolated myofibres were cultured in plating medium (Figs 5A and S5A) and subjected to immunofluorescent analysis. After 30 h of culture, the proportions of Pax7-positive/MyoD-negative (i.e., self-renewed cells), Pax7-positive/MyoD-positive (i.e., activated or proliferative cells), and Pax7-negative/MyoD-positive (i.e., differentiated cells) groups (Ono et al, 2011) in *Piezo1* cKO mice were comparable to those in control mice (Fig 5D and E). However, the number of EdU-positive MuSCs was clearly increased in *Piezo1* cKO mice compared with the control (Fig 5F). This phenomenon was further confirmed by the detection of Ki67 (a proliferation marker) (Fig S5A and B), indicating that *Piezo1*-deficient MuSCs are prone to enter the cell cycle at an earlier time point.

**Figure 5.**
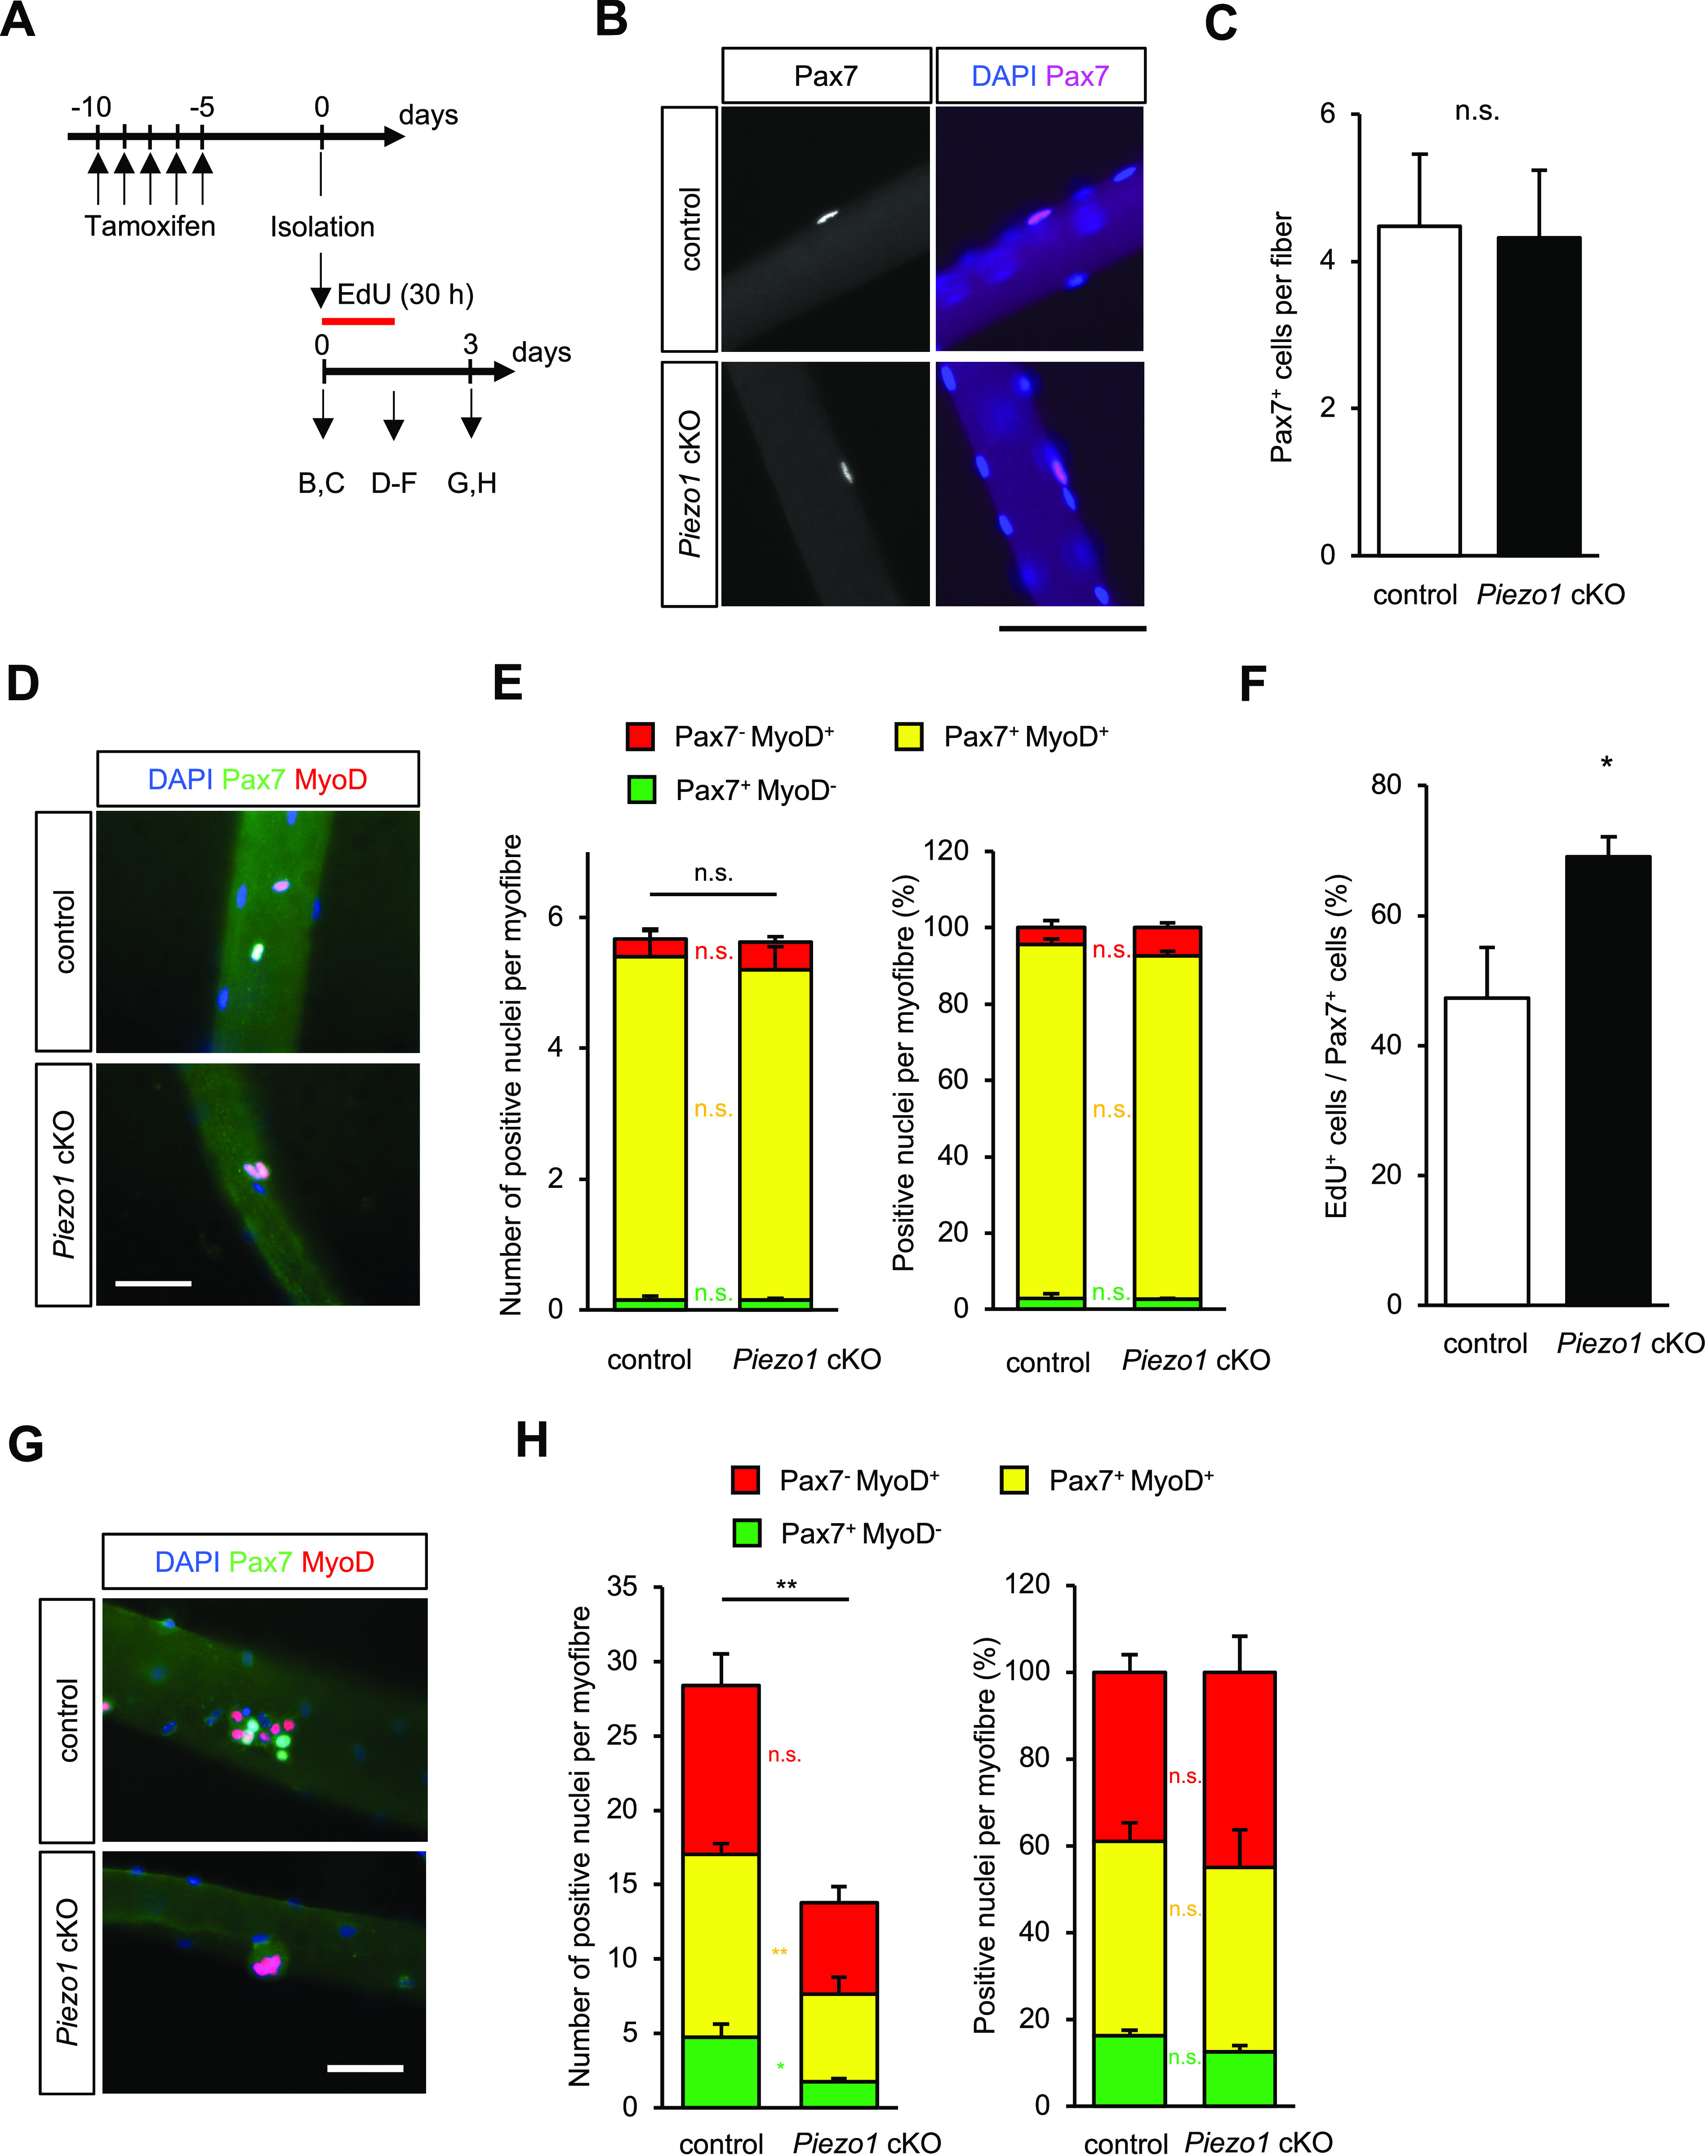
*Piezo1*-deficiency promotes cell cycle entry of muscle satellite cells (MuSCs) but reduces their proliferative ability on isolated myofibres. **(A)** Time course for induction of *Piezo1*-deficiency and harvesting of myofibres. **(B, C)** Detection of Pax7-positive MuSCs on freshly isolated myofibres (open column: control; closed column: *Piezo1* cKO MuSCs) (>15 myofibres per condition from N = 5 mice). Scale bar: 100 μm. **(D, E)** Immunofluorescent analysis of MuSCs on floating myofibres with anti-Pax7 and anti-MyoD antibodies. **(D)** Representative images of Pax7 (green), MyoD (red), and nuclei (blue) on control (upper panel) or *Piezo1* cKO (lower panel) myofibres. Scale bar: 200 μm. **(E)** Measurement of Pax7 and MyoD expression in control and *Piezo1* cKO MuSCs (>15 myofibres per group were investigated from N = 3 mice). **(F)** An EdU incorporation assay on Pax7-positive MuSCs (open column: control; closed column: *Piezo1* cKO MuSCs) (>15 myofibres per condition from N = 4 mice). **(G, H)** Immunofluorescent analysis of MuSCs on floating myofibres with anti-Pax7 and anti-MyoD antibodies. **(G)** Representative images of Pax7 (green), MyoD (red), and nuclei (blue) on control (upper panel) or *Piezo1* cKO (lower panel) myofibres. Scale bar: 200 μm. **(H)** Measurement of Pax7 and MyoD expression in control and *Piezo1* cKO MuSCs (>15 myofibres per condition from N = 5 mice). *P < 0.05, **P < 0.01, n.s., not significant. (non-paired *t* test).

**Figure S5.**
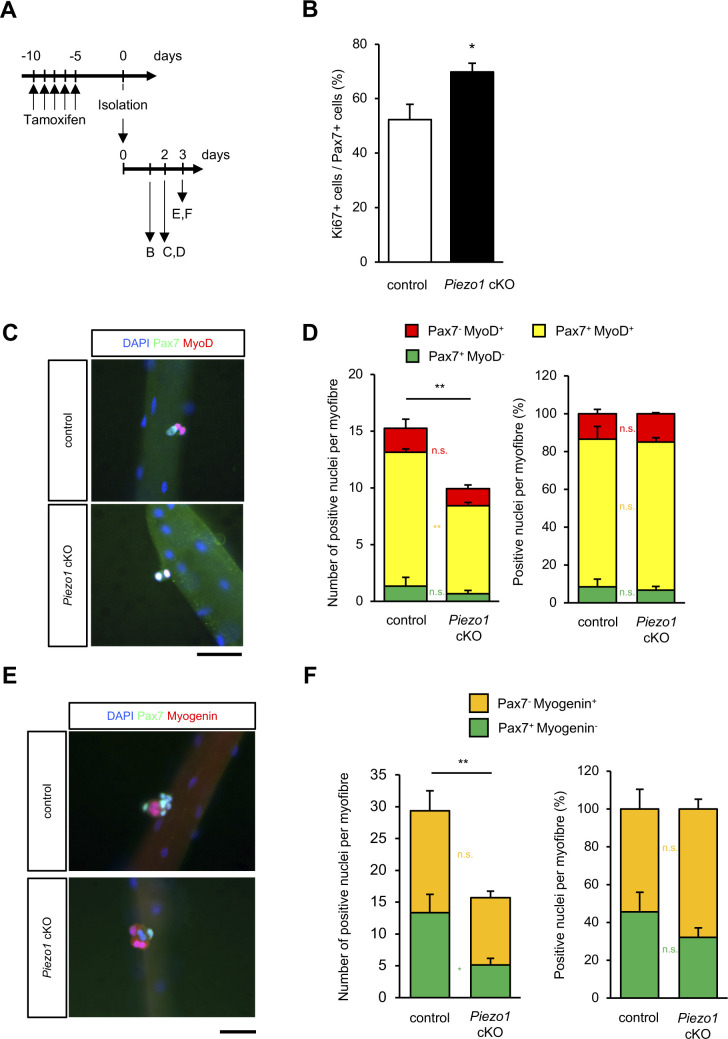
Evaluation of the muscle satellite cell (MuSC) status in *Piezo1* cKO mice. **(A)** Time course for the induction of *Piezo1*-deficiency and harvesting of myofibres. **(B)** Percentage of Ki67+ cells in MuSCs isolated from control or *Piezo1* cKO mice. Isolated MuSCs were cultured in plating medium for 30 h (>15 myofibres per condition from N = 5 mice). **(C, D)** Evaluation of the differentiation status in MuSCs on floating myofibres. Immunofluorescent analysis of Pax7 (Green) and MyoD (Red) in MuSCs cultured for 2 d. **(C)** Representative images in control (upper panel) and *Piezo1* cKO (lower panel). Scale bar: 100 μm. **(D)** Numbers of Pax7- and MyoD-positive cells were counted based on the immunofluorescent analysis (>15 myofibres per condition from N = 4 mice). **(E, F)** Evaluation of the differentiation status in MuSCs on floating myofibres. Immunofluorescent analysis of Pax7 (Green) and Myogenin (Red) in MuSCs cultured for 3 d. **(E)** Representative images in control (upper panel) and *Piezo1* cKO (lower panel). Scale bar: 100 μm. **(F)** Numbers of Pax7- and Myogenin-positive cells were counted based on the immunofluorescent analysis (>15 myofibres per condition from N = 3 mice). *P < 0.05, **P < 0.01, n.s., not significant (non-paired *t* test).

We also examined the MuSCs when almost all of them were undergoing proliferation, i.e., 2 or 3 d post-isolation. Our results reveal that although the number of cells was significantly reduced in *Piezo1* cKO mice, the proportions of Pax7-positive/MyoD-negative (i.e., self-renewed cells), Pax7-positive/MyoD-positive (i.e., activated or proliferative cells), and Pax7-negative/MyoD-positive (i.e., differentiated cells) groups (Ono et al, 2011) in *Piezo1* cKO mice were comparable to those in control mice (Figs 5G and H and S5A, C, and D). The same trend was observed when the myofibres were co-stained with anti-Pax7 and anti-Myogenin antibodies: the proportion of Pax7-positive/Myogenin-negative (i.e., quiescent or activated cells) and Pax7-negative/Myogenin-positive (i.e., differentiated cells) groups in *Piezo1* cKO mice was comparable to that in control mice (Fig S5A, E, and F).

To further confirm the effects of *Piezo1*-deficiency on MuSC activation and proliferation, we used *Rosa26*^*YFP/+*^ mice, in which the YFP protein is expressed in MuSCs under the control of the Cre recombinase. We evaluated MuSCs in *Piezo1*^*+/+*^*; Pax7*^*CreERT2/+*^*; Rosa26*^*YFP/+*^ mice and *Piezo1*^*flox/flox*^*; Pax7*^*CreERT2/+*^*; Rosa26*^*YFP/+*^ mice (YFP mice and cKO YFP mice, respectively). In the absence of injury, the number of YFP-positive cells in cKO YFP mice was comparable to that in YFP mice (Fig S6A–C). In clear contrast, cKO YFP mice displayed a reduced number of MuSC-derived cells at 7 d post-CTX injection (Fig S6D–F). We also examined the status of MuSCs on isolated myofibres and confirmed the same phenotypes in cKO YFP mice (i.e., increased number of Ki67^+^ or EdU^+^ cells when cultured for 30 h, and decreased number of YFP^+^ cells per myofibres when cultured for 3 d) (Fig S6G–M).

**Figure S6.**
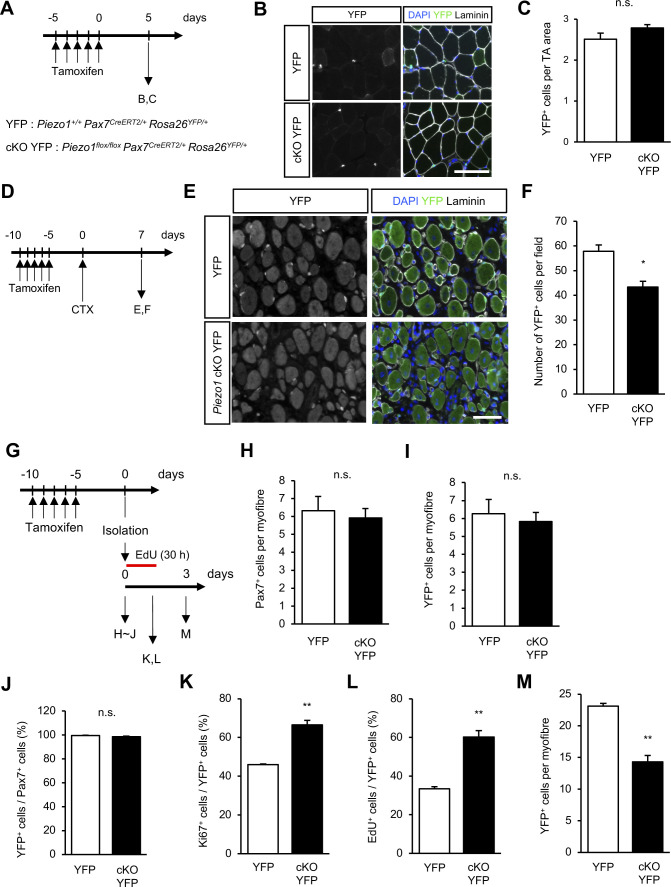
Analysis of *Piezo1* cKO YFP mice. **(A)** Time course for the induction of *Piezo1*-deficiency and harvesting of TA muscle. **(B, C)** Detection of YFP+ cells in intact muscle sections. **(B)** Representative images of intact TA muscle sections in YFP mice (upper panel) and *Piezo1* cKO YFP mice (lower panel). Scale bar: 100 μm. **(C)** Measurement of numbers of YFP+ cells per area from (B) (N = 4 mice per condition). **(D)** Time course for the induction of *Piezo1*-deficiency, injection of TA with cardiotoxin, and isolation of regenerating muscle samples. **(E, F)** Detection of YFP+ cells in muscle sections 7 d post-cardiotoxin (CTX) injection. **(E)** Representative images of TA muscle sections 7 d post-CTX injection YFP mice (upper panel) and *Piezo1* cKO YFP mice (lower panel). Scale bar: 100 μm (F) Evaluation of YFP+ cells per field from (E) (N = 3 mice per condition). Bar graphs represent mean + SEM. *P < 0.05. **(G)** Time course for the induction of *Piezo1*-deficiency and harvesting of myofibres. **(H, I, J)** Measurement of muscle satellite cells on freshly isolated myofibres from YFP mice or *Piezo1* cKO YFP mice. **(H)** Number of Pax7+ cells per myofibre (>15 myofibres per condition from N = 4–5 mice). **(I)** Number of YFP+ cells per myofibre (>15 myofibres per condition from N = 3–5 mice). **(J)** Ratio of YFP+ cells per Pax7+ cells (>15 myofibres per condition from N = 4–5 mice). **(K, L)** Percentage of Ki67+ cells in YFP+ cells on myofibres isolated from YFP mice or *Piezo1* cKO YFP mice cultured for 30 h in plating medium (>15 myofibres per condition from N = 3 mice). **(L)** Percentage of EdU+ cells in YFP+ cells on myofibres isolated from YFP mice or *Piezo1* cKO YFP mice cultured for 30 h in plating medium (>15 myofibres per condition from N = 3 mice). **(M)** Number of YFP+ cells on myofibre cultured in plating medium for 72 h (>15 myofibres per condition from N = 3 mice). *P < 0.05, **P < 0.01, n.s., not significant (non-paired *t* test).

The features of the microenvironment, such as the matrix stiffness, are known to have a major impact on the growth and fate of the MuSCs (Gilbert et al, 2010; Quarta et al, 2016, 2017; Silver et al, 2021). To examine whether *Piezo1* deficiency affects the ability to sense changes in substrate elasticity, isolated MuSCs were cultured onto soft (2-kPa) and hard (32-kPa) substrates. Increase in stiffness-dependent proliferation was observed in control but not in *Piezo1*-deficient MuSCs (Fig S7A–C). These results suggest that PIEZO1 responds to changes in the surrounding mechanical properties, and thus, controls MuSC proliferation.

**Figure S7.**
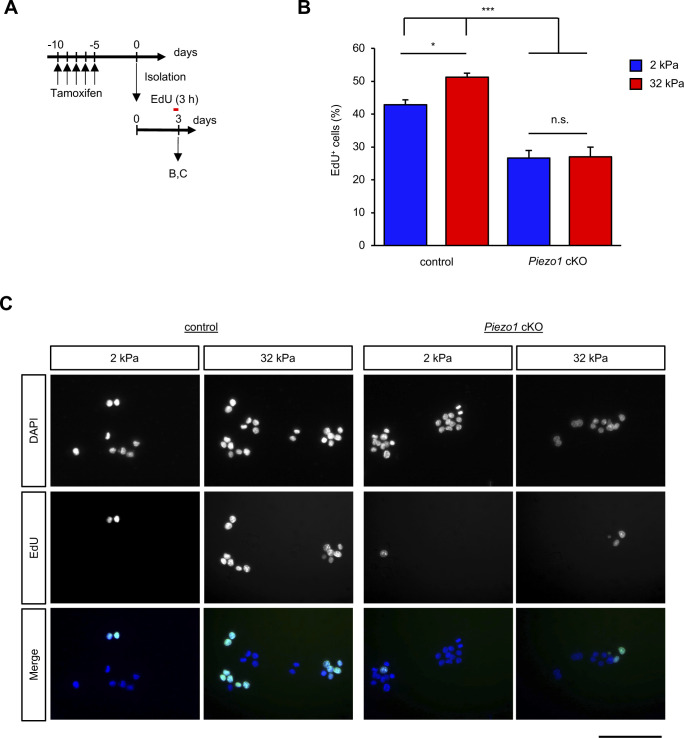
PIEZO1 sense substrate elasticity during muscle satellite cell (MuSC) proliferation. **(A)** Time course for the induction of *Piezo1*-deficiency and for isolating and culturing MuSCs. **(B, C)** EdU incorporation assay on MuSCs cultured on substrates possessing different elasticities (2 and 32 kPa) for 3 d. EdU was incorporated into MuSCs for 3 h before fixation. **(B)** Ratio of EdU positive cells in DAPI positive cells. **(C)** Representative images for (B) (>250 cells per condition from N = 8 mice). Scale bar: 100 μm. *P < 0.05, ***P < 0.001, n.s., not significant (Tukey’s test).

### *Piezo1* deficiency affects the activation of Rho-GTPase

To reveal the molecular mechanisms underlying the PIEZO1-mediated regulation of MuSCs, we sought to identify the genes whose expression levels were altered by *Piezo1* deficiency. 

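MuSCs are the stem cells of skeletal muscle, and RNA-seq counts the transcripts of each gene in a sample. RNA from cultured MuSCs of 3 control mice and 3 *Piezo1* cKO mice was sequenced as 6 libraries. The paper gives the control genotype as *Piezo1*+/+; *Pax7*CreERT2/+, whereas the sample labels call these mice wild type. For each library, 500 pg of total RNA was reverse transcribed with oligo-dT primers that carry a library barcode and a unique molecular identifier (UMI), a random tag that marks each cDNA molecule before PCR. After 12 PCR cycles, the libraries were sequenced with paired-end reads of 150 bp. The authors mapped the reads to GRCm38 with STAR, assigned them to genes with featureCounts and counted UMIs with UMI-tools, and deposited these counts without normalisation. Because UMIs were counted, a count stands for a cDNA molecule and not for its PCR copies. The count table lists 20654 genes, of which 1407 had a count of 0 in every library. Total counts in the control libraries 1 to 3 were 740936, 931168 and 891531 (median 891531), and in the libraries labelled *Piezo1* cKO they were 810096, 726378 and 769295 (median 769295). Between 14432 and 14786 genes were detected per library, and the 10 most abundant genes held from 1.93% to 3.12% of the counts. A floor of 3 counts corresponded to between 3.22 and 4.13 CPM, the counts scaled to a common library total of 1e6. Within each group, the chi-square statistic per degree of freedom between pairs of libraries lay between 1.64 and 2.61 over the genes tested, so no pair differed by as little as the sampling noise alone.
*Piezo1* lies on chromosome 8 of GRCm38 from 122481698 to 122551329, on the minus strand. Its counts were 11, 5 and 6 in the control libraries and 7, 12 and 9 in the libraries labelled *Piezo1* cKO. Normalised for library size by edgeR's TMM method, these were 9.49 ± 5.53 CPM (SD, n = 3) in control and 12.2 ± 3.50 CPM (SD, n = 3) in the libraries labelled *Piezo1* cKO. The log2 fold change was 0.42 (standard error 0.46, adjusted p = 0.791 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped (two-sided exact permutation test, p = 0.5, where 3 libraries against 3 allow no p under 0.1). The pooled counts of 22 and 28 correspond to a rate ratio of 1.35 with an exact Poisson 95% confidence interval from 0.744 to 2.47, which compares these libraries and covers counting error only. Leaving out control library 1 moved the log2 fold change most, to 0.93 with an adjusted p of 0.528 in edgeR. *Piezo1* counts were therefore not lower in the libraries labelled *Piezo1* cKO, and every direction given for these data rests on the labels. Counts over a whole gene do not distinguish transcripts that lack the deleted exons from intact ones.
The main comparison was edgeR's quasi-likelihood test on the 8551 genes that passed its filter on low counts, with genes called at an adjusted p under 0.05. The libraries carry replicate numbers 1 to 3 in both groups. The deviations of same-numbered libraries from their group means had correlations across genes of -0.143, -0.203 and 0.0121 (mean -0.112), so they showed no shared shift that a block could remove. Results with the replicate number as a block are also given, as an alternative set before the data were examined. The block leaves fewer residual degrees of freedom, and its results are not a stronger test than those without it. With this block, the log2 fold change of *Piezo1* was 0.42 with an adjusted p of 0.853 in edgeR.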

Total RNA was isolated from MuSCs cultured for 3 d in growth medium and subjected to RNA-seq analysis. Interestingly, our RNA-seq analysis detected a large majority of GO terms related to “cytoskeletal components.” Furthermore, Gene Set Enrichment Analysis revealed “muscle differentiation” as an up-regulated gene signature in *Piezo1* cKO (Figs 6A–D and S8A). 

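The gene ontology annotation was not used here. Lists of sarcomere and contractile fibre genes and of actin cytoskeleton and adhesion genes were written by hand after the terms of Fig 6D, before the counts were examined. Together they held 106 of the 8551 genes tested. Among the 40 genes called higher in the libraries labelled *Piezo1* cKO, 7 belonged to these lists, an odds ratio of 18.0 against all genes tested (one-sided Fisher's exact test, p = 4.9e-07). With the replicate number as a block, 7 of 26 higher genes belonged to them (one-sided Fisher's exact test, p = 2.0e-08), and with the genes called by DESeq2 they were 3 of 12 (one-sided Fisher's exact test, p = 0.00138). Fisher's test treats genes as independent, so these p-values take no account of the correlation between genes of a list. The 5 sarcomere genes among the 7 were *Actn3*, *Jph2*, *Tnni2*, *Synpo2l* and *Smyd1*, of which the last 4 are named because of this count, after their values were seen. The other 2 genes were *Palld* and *Myl9*.
*Actn3*, which encodes an alpha-actinin of the sarcomere, lies on chromosome 19 of GRCm38 from 4861216 to 4877909. Its level was 64.0 ± 17.1 CPM (SD, n = 3) in control and 147 ± 16.0 CPM (SD, n = 3) in the libraries labelled *Piezo1* cKO. The log2 fold change was 1.20 (standard error 0.18, adjusted p = 1.0e-05, edgeR), and 1.21 with the replicate block (adjusted p = 9.9e-04, edgeR). *Palld*, which encodes an actin-associated protein, lies on chromosome 8 from 61511433 to 61902690. It rose from 77.4 ± 14.8 to 152 ± 9.83 CPM (SD, n = 3 each), a log2 fold change of 0.98 (standard error 0.17, adjusted p = 3.0e-04, edgeR), with an adjusted p of 0.00463 under the block. For *Actn3* and *Palld*, the adjusted p stayed under 0.05 with any library left out. *Myl9*, which encodes a myosin regulatory light chain and lies on chromosome 2 from 156775420 to 156781658, was at 83.6 ± 28.5 CPM in control and 152.1 ± 36.9 CPM in the libraries labelled *Piezo1* cKO (SD, n = 3 each), and these levels overlapped. Its log2 fold change of 0.89 (standard error 0.20) had an adjusted p of 0.0229 in edgeR, 0.0153 in edgeR with the block and 0.0863 in DESeq2. *Acta1*, the skeletal muscle actin gene on chromosome 8 from 123891769 to 123894751, varied more between replicates, with 74.7 ± 17.1 CPM in control and 302 ± 151 CPM in the libraries labelled *Piezo1* cKO (SD, n = 3 each). Its log2 fold change of 2.01 (standard error 0.49) had an adjusted p of 0.241 in edgeR, 0.00418 in edgeR with the block and 0.00485 in DESeq2. *Cavin4* on chromosome 4 had a log2 fold change of 1.45 (standard error 0.43), with an adjusted p of 0.239 in edgeR, 0.498 with the block and 0.0204 in DESeq2. Reads of *Actn3* and *Acta1* can be shared with the related genes *Actn2*, *Actc1* and *Acta2*, and the treatment of such reads is not stated in the paper's text, so their levels are uncertain to that extent. The levels of *Actn3*, *Palld*, *Acta1* and *Cavin4* did not overlap between the groups, which with 3 libraries against 3 corresponds to the smallest p that an exact permutation test allows, 0.1.
As a whole, the 76 tested actin cytoskeleton and adhesion genes had a mean log2 fold change of 0.040 (33 higher, 43 lower, adjusted p = 0.981 from limma's camera test over the 9 gene lists), and 0.041 with the block (adjusted p = 0.914, camera). This mean was higher than that of 99.96% of 10000 random lists of tested genes matched on mean expression, a comparison that takes no account of the variation between replicates or of the correlation between genes. Of these 76 genes, 4 had an adjusted p under 0.05 in edgeR when adjusted over the list alone, 3 higher and 1 lower, and 2 when adjusted over all genes tested. After cyclic loess normalisation, an alternative chosen after the data were seen, the mean was 0.12 with an adjusted p of 0.0114 (camera).

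**Figure D1:**
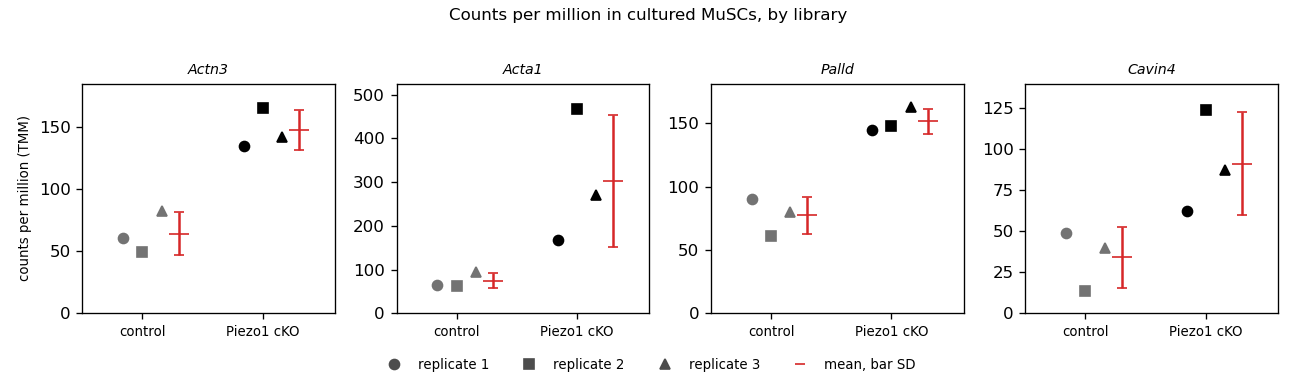
CPM (TMM-normalised counts, vertical axis) of *Actn3*, *Acta1*, *Palld* and *Cavin4* in each of the 3 control and 3 *Piezo1* cKO libraries as labelled; marker shape gives the replicate number, and red bars give the mean and SD. *Actn3* lies between 49.1 and 82.7 CPM in control and between 134 and 165 CPM in the libraries labelled *Piezo1* cKO, and *Acta1* between 63.6 and 94.5 CPM and between 169 and 466 CPM.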

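The muscle differentiation list held 69 genes, of which 35 had enough counts to be tested. Their mean log2 fold change was 0.95, with 31 genes higher and 4 lower in the libraries labelled *Piezo1* cKO (adjusted p = 4.7e-11 from limma's camera test, a test of a list against the other genes, with Benjamini-Hochberg adjustment over 9 lists). The 30 tested sarcomere and contractile fibre genes had a mean log2 fold change of 1.05 (25 higher, 5 lower, adjusted p = 9.0e-12, camera). With the replicate number as a block, the means were 0.94 (adjusted p = 1.9e-10, camera) and 1.04 (adjusted p = 4.7e-11, camera). Camera was run with a preset correlation of 0.01 between the genes of a list. When this correlation was estimated from the 6 libraries, the adjusted p was 0.320 for both lists, and with limma's rotation test fry it was 0.171 for both. Gene set enrichment by fgsea, ranked by the DESeq2 log2 fold change, gave normalised enrichment scores of 2.60 for muscle differentiation (adjusted p = 2.1e-16) and 2.49 for sarcomere (adjusted p = 9.7e-14), but it permutes genes and takes no account of their correlation.
The mean log2 CPM of the muscle differentiation genes, relative to the mean of the 6 libraries, was -0.029, -1.03 and -0.29 in control libraries 1 to 3 and 0.18, 0.80 and 0.37 in the libraries labelled *Piezo1* cKO 1 to 3. The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Control 2 and *Piezo1* cKO 2 lay farthest apart, while control 1 and *Piezo1* cKO 1 differed least. With each library left out in turn, the mean log2 fold change of the list lay between 0.71 and 1.35. Adjusted over the list alone, 7 genes had an adjusted p under 0.05 in edgeR, all 7 higher, against 1 gene when adjusted over all genes tested, *Smyd1*. For the sarcomere list these counts were 8 and 5.
*Myog*, which encodes the differentiation factor myogenin on chromosome 1 of GRCm38, had 40, 3 and 45 counts in control and 63, 203 and 92 counts in the libraries labelled *Piezo1* cKO. Its log2 fold change of 2.09 (standard error 0.89) had an adjusted p of 0.468 in edgeR, and of 0.745 with the block. The log2 fold changes of *Myod1* (-0.15, adjusted p = 0.743), *Pax7* (-0.64, adjusted p = 0.481) and *Cdh15* (0.53, adjusted p = 0.118) did not pass the threshold in edgeR with or without the block, and that of *Myod1* was 0.11 after the cyclic loess normalisation chosen after the data were seen. The levels of *Cdh15* did not overlap between the groups. With 1 library left out, *Cdh15* passed in 1 of 6 edgeR fits, without control 3 (0.78, adjusted p = 0.0101).

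**Figure D2:**
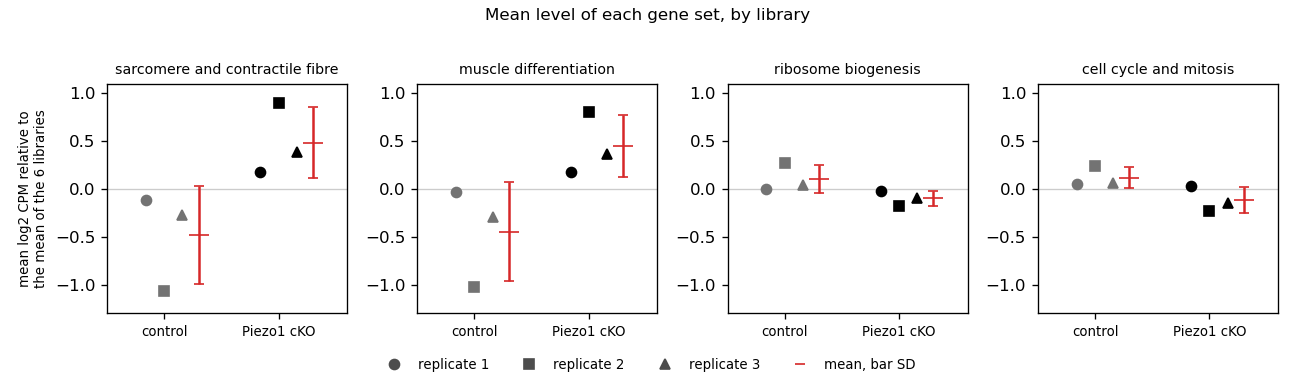
Mean log2 CPM of 4 gene lists in each library relative to the mean of the 6 libraries (vertical axis), for 3 control and 3 *Piezo1* cKO libraries as labelled; marker shape gives the replicate number, and red bars give the mean and SD. For sarcomere and muscle differentiation the control libraries lie lower, and for ribosome biogenesis and cell cycle they lie higher, with control 2 farthest from 0 in each panel.

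From its gene set enrichment analysis, the paper states that muscle differentiation is an up-regulated signature in *Piezo1* cKO.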

Intracellular signalling for cytoskeletal reorganisation are critical for the function and differentiation of MuSCs, including cell shape changes, migration, and maintenance of stemness (Eliazer et al, 2019). Previous studies have shown that a variety of intracellular signalling cascades are activated in a PIEZO1-dependent manner (Murthy et al, 2017). Thus, we hypothesised that PIEZO1 could act as an upstream activator in MuSCs through Rho-GTPases, which are members of a protein family that governs cytoskeletal rearrangement (Vicente-Manzanares et al, 2009). To test this hypothesis, we performed immunofluorescent analysis to detect an active form of Rho and phosphorylated myosin light chain (pMLC), which are essential for the promotion of actomyosin formation. Surprisingly, although the active form of Rho was expected to be up-regulated based on our RNA-seq analysis, immunoreactivity using Rhotekin-RBD (the Rho binding domain in Rhotekin protein), which specifically detects the active form of Rho, revealed reduced amounts of Rho-GTP in *Piezo1* cKO compared with the case in the control (Fig 7A–C). Consistent with this observation, the pMLC expression in MuSCs on isolated myofibres was significantly reduced in *Piezo1* cKO mice compared with that in control mice (Figs 7D and E and S9C–E). The same trend was observed in MuSCs 7 d post-cardiotoxin injection, where impaired regeneration capacity was observed in *Piezo1* cKO mice (Fig S9A and B). Moreover, treatment with CN03 (a Rho activator) rescued the phenotypes observed in *Piezo1* cKO mice, including (i) increased EdU incorporation at the early stages of MuSC activation (Fig 7F and G), (ii) reduction in the MuSC number after MuSC activation on myofibres (Fig 7F and H), and (iii) reduction in the pMLC levels in MuSCs (Fig S9F). Importantly, inhibition of Rho activity using CT04 remarkably reduced the number of Pax7-positive cells on myofibres after MuSC activation (Fig 7I–K). These results collectively indicate that PIEZO1 plays a role in the active Rho-mediated phosphorylation of MLC to regulate MuSC activation and proliferation.

**Figure 6.**
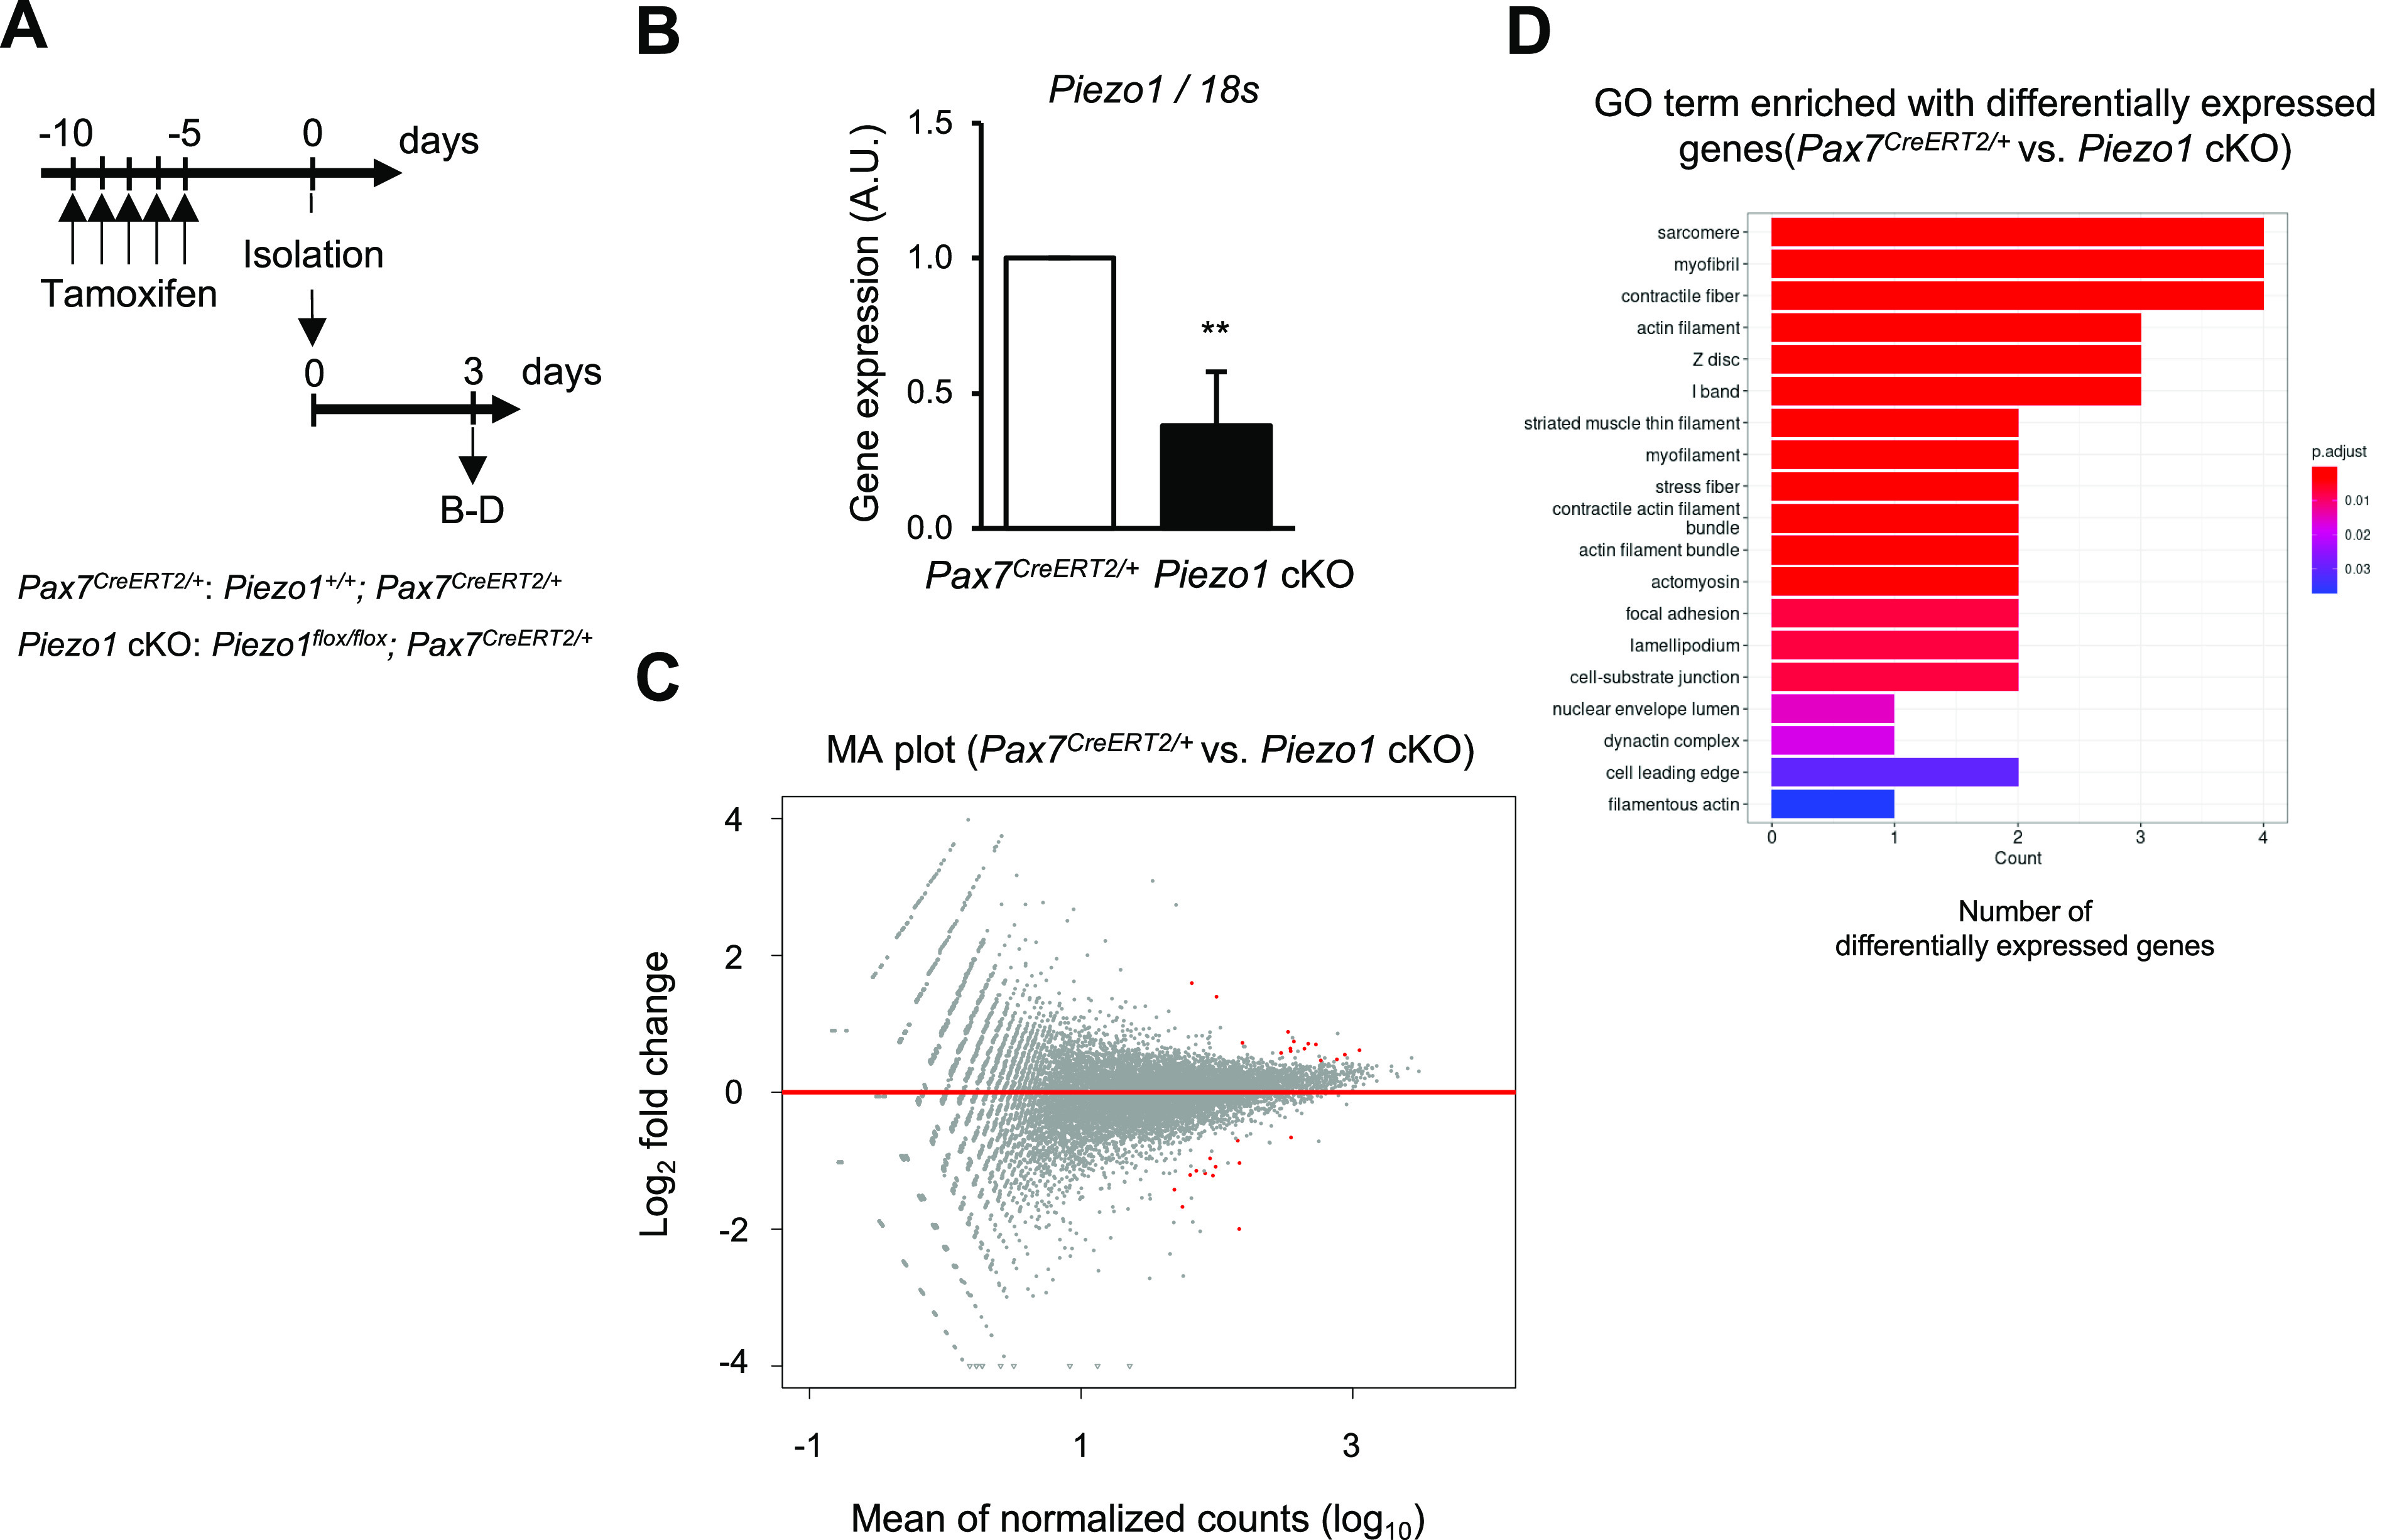
RNA-seq analysis of *Piezo1*-deficient muscle satellite cells (MuSCs). **(A)** Time course for the induction of *Piezo1*-deficiency and isolating MuSCs from control and *Piezo1* cKO muscle (N = 3). **(B)** RT-qPCR analysis of *Piezo1* in MuSCs isolated from control and *Piezo1* cKO. **(C, D)** Transcriptome analysis on total RNA samples of MuSCs isolated from control and *Piezo1* cKO. **(C)** MA plot for visualisation of gene expression difference between control and *Piezo1* cKO. The red dots indicate differentially expressed genes with 15 up-regulated and 12 down-regulated genes. **(D)** Enriched gene ontology terms detected by RNA-seq analysis between control and *Piezo1* cKO. The counts represent the number of up-regulated genes in *Piezo1* deficiency, and the colours of the bars represent the *P*-adjusted values. **P < 0.01 (non-paired *t* test).

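In edgeR, 67 of the 8551 genes tested had an adjusted p under 0.05, of which 40 were higher and 27 lower in the libraries labelled *Piezo1* cKO. With the replicate number as a block, 46 genes passed (26 higher, 20 lower), and 36 of them were among the 67. Scaled by total counts only, 67 genes passed, with 49 higher and 18 lower, so that the share of higher genes was 73.1% in place of 59.7%. DESeq2 with its default settings, the tool named in the paper's methods, called 27 genes, of which 12 were higher and 15 lower in the libraries labelled *Piezo1* cKO. Both tools called 18 of these genes, 8 higher and 10 lower. Leaving out 1 library at a time moved the number of genes called by edgeR most, from 6 without *Piezo1* cKO 2 to 174 without *Piezo1* cKO 1. Of the 67 genes, 64 had levels that did not overlap between the groups. Over all genes tested, 701 (8.20%) were higher and 711 (8.31%) lower in every library labelled *Piezo1* cKO than in every control library, where chance alone gives 10% over both directions.
The higher genes called by both tools included *Sp7* on chromosome 15, with a log2 fold change of 1.70 (standard error 0.27, adjusted p = 0.00338 and with the block 0.0130, edgeR), and *H19* on chromosome 7, a non-coding RNA at 123.6 ± 37.5 CPM in control and 254 ± 34.4 CPM in the libraries labelled *Piezo1* cKO (SD, n = 3 each). The log2 fold change of *H19* was 1.05 (standard error 0.17, adjusted p = 3.9e-04 and with the block 0.00217, edgeR). Among the lower genes, *Odc1* on chromosome 12 fell by 0.87 on the log2 scale (standard error 0.15, adjusted p = 3.9e-04, edgeR), and *Hmgb1* on chromosome 5 fell by 0.68 (standard error 0.14, adjusted p = 0.00338, edgeR), both with an adjusted p of 0.00463 under the block. *Hmgb1* has processed pseudogenes that can share its reads, and its level is uncertain to that extent.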

**Figure S8.**
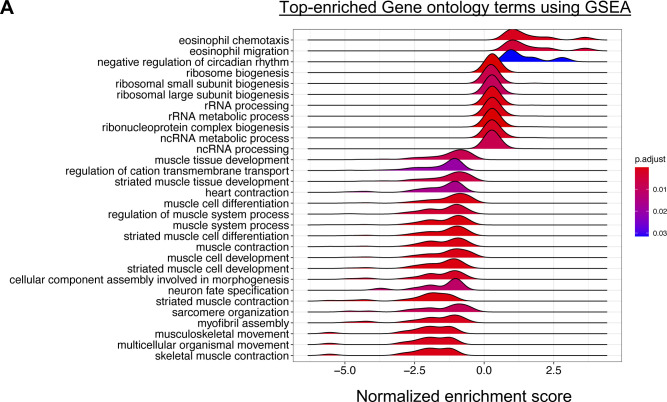
Gene set enrichment analysis obtained from RNA-seq data. **(A)** Top-enriched gene ontology terms using gene set enrichment analysis for differentially expressed genes for *Pax7*^*CreERT2/+*^ versus *Piezo1* cKO muscle satellite cells.

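The terms of Fig S8A were examined with hand-written lists of ribosome biogenesis, chemokine and circadian genes. The 130 tested ribosome biogenesis genes had a mean log2 fold change of -0.21 in the libraries labelled *Piezo1* cKO relative to control, with 14 genes higher and 116 lower (adjusted p = 1.2e-10, limma's camera test), and of -0.20 with the replicate number as a block (adjusted p = 6.8e-10, camera). With the correlation between genes estimated from the libraries, the adjusted p was 0.320. The mean level of the list was lower in every library labelled *Piezo1* cKO than in every control library (two-sided exact permutation test, p = 0.1, the smallest possible), and the gap between control 1 (-0.0056) and *Piezo1* cKO 1 (-0.022) was small. Adjusted over the list alone, *Ncl* and *Nop56* had an adjusted p under 0.05 in edgeR, as they did over all genes tested. *Ncl* on chromosome 1 fell by 0.60 on the log2 scale (standard error 0.15, adjusted p = 0.0280, edgeR), and *Nop56* on chromosome 2 fell by 0.59 (standard error 0.14, adjusted p = 0.0134, edgeR). With the block their adjusted p-values were 0.0256 and 0.0469, and reads of *Ncl* can be shared with near-identical copies. With 1 library left out, each of these genes passed the threshold in only 2 of 6 edgeR fits. After cyclic loess normalisation, chosen after the data were seen, their adjusted p-values were 0.0914 and 0.118.
Of 27 listed chemokines and genes of eosinophil chemotaxis, 6 could be tested. Their mean log2 fold change was -0.34 (3 higher, 3 lower, adjusted p = 0.170, camera), and -0.34 with the block (adjusted p = 0.145, camera). With no filter the mean was -1.03 (adjusted p = 0.00536, camera). Over the list alone 2 genes had an adjusted p under 0.05 in edgeR, and over all genes 1, *Ccl2*, which is named after its values were seen. Ranked by the DESeq2 log2 fold change over 21 of these genes, fgsea gave a normalised enrichment score of -1.94 (adjusted p = 0.00150), and ranked by the signed edgeR statistic over the 6 tested genes one of -1.66 (adjusted p = 0.0176). The 9 tested circadian genes had a mean log2 fold change of 0.20 (6 higher, 3 lower, adjusted p = 0.167, camera) and 0.20 with the block (adjusted p = 0.127, camera). Ranked by the signed edgeR statistic, fgsea gave a normalised enrichment score of 1.63 (adjusted p = 0.0299), and ranked by the DESeq2 log2 fold change one of 1.02 (adjusted p = 0.529). None of the 9 had an adjusted p under 0.05 in edgeR, and 1 had an unadjusted p under 0.05.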

**Figure 7.**
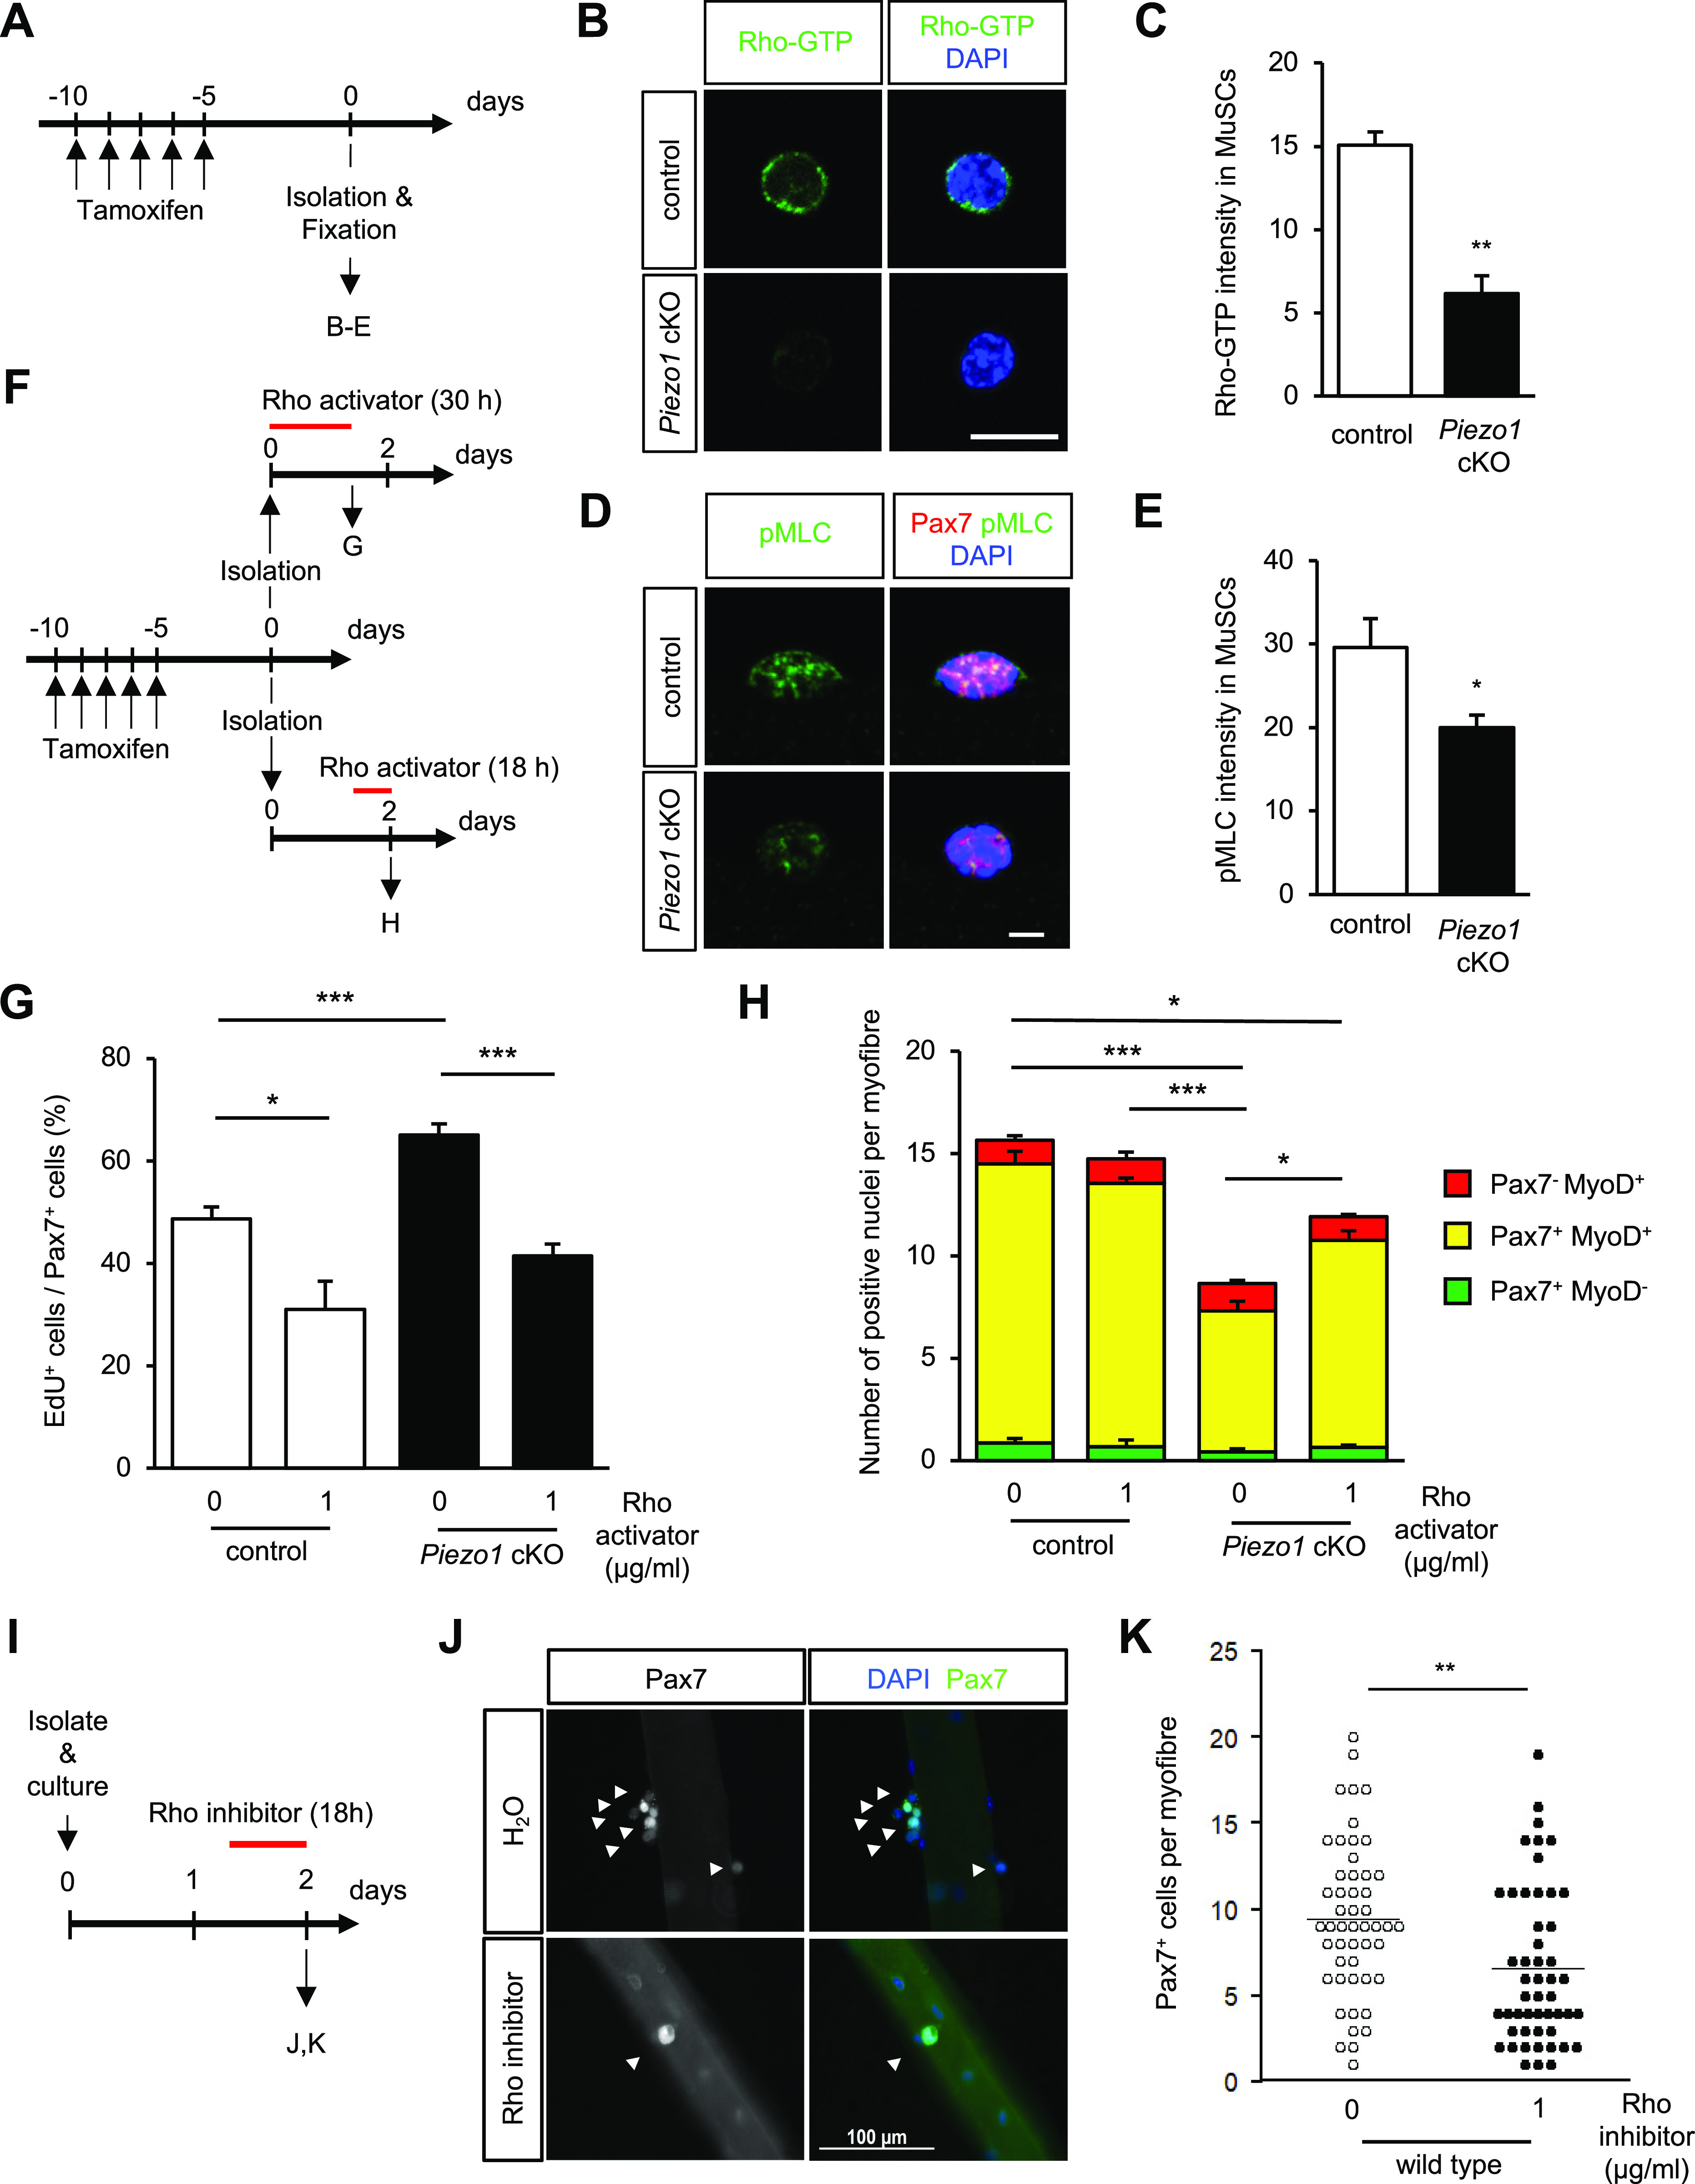
Reduced activation of the Rho-pMLC signalling in *Piezo1*-deficient muscle satellite cells (MuSCs). **(A)** Time course for induction of *Piezo1*-deficiency and isolation of MuSCs. **(B, C)** Detection of an active form of Rho-GTP in freshly isolated MuSCs. **(B)** Immunofluorescent analysis for detection of Rho-GTP (Green) using Rhotekin-Rho binding domain. **(C)** Measurement of the fluorescence intensity of Rho-GTP (>80 cells per condition from N = 3–4 mice). Bar represents means + SEM. Scale bar: 10 μm. **(D, E)** Detection of phosphorylated MLC (pMLC) in MuSCs on myofibres from intact muscle. **(D)** Immunofluorescent analysis of MuSCs. Pax7 and pMLC were detected with anti-Pax7 and anti-pMLC antibodies, respectively. **(E)** Measurement of the fluorescence intensity of pMLC (>30 cells per condition from N = 5). Bar represents means + SEM. Scale bar: 10 μm. **(F, G, H)** Effects of a Rho activator CN03 on the activation and proliferation of control or *Piezo1* cKO MuSCs on myofibres. **(F)** Time course for the induction of *Piezo1*-deficiency, administration of Rho activator, and myofibre harvesting. **(G)** An EdU incorporation assay on Pax7-positive MuSCs (open column: control; closed column: *Piezo1* cKO MuSCs) (>15 myofibres per condition from N = 4 mice). **(H)** Evaluation of Pax7 and MyoD expression in control and *Piezo1* cKO MuSCs (>15 myofibres per condition from N = 4 mice). **(I, J, K)** Effect of the Rho inhibitor CT04 on proliferation of control or *Piezo1* cKO MuSCs on myofibres. **(I)** Time course of Rho inhibition during MuSC proliferation on myofibre. **(J)** Immunofluorescent analysis of MuSCs on floating myofibres with anti-Pax7 after Rho inhibition. **(K)** Effect of a Rho inhibitor on the proliferation of wild-type MuSCs (>50 myofibres from N = 3 mice). *P < 0.05, **P < 0.01, ***P < 0.001. ((C, E, K) non-paired *t* test, (G, H) Tukey’s test).

**Figure S9.**
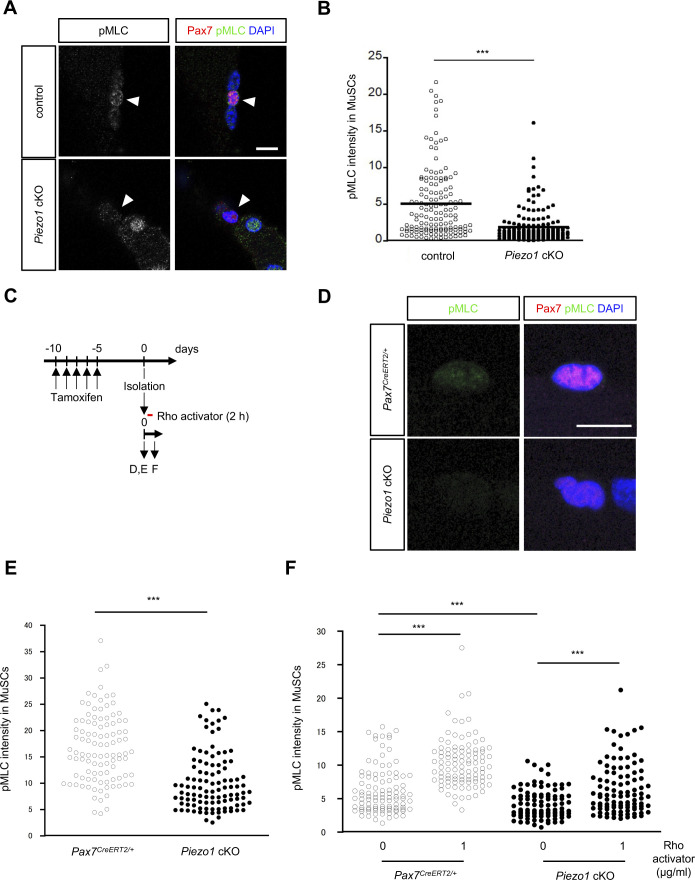
Detection of phosphorylated form of MLC in muscle satellite cells (MuSCs). **(A, B)** Myofibres were isolated from EDL 1-wk post-cardiotoxin injection and immunostained with anti-Pax7 and anti-pMLC antibodies. **(A)** Representative images of pMLC expression in Pax7-positive MuSCs on injured myofibres. **(B)** Fluorescent intensity was measured, based on the result of (A) (>100 cells from N = 3 mice). **(C)** Time course of Rho activation after myofibre isolation. **(D, E, F)** Effects of Rho activator CN03 on pMLC expression in *Pax7*^*CreERT2/+*^ or *Piezo1* cKO MuSCs on myofibres. **(D)** Representative images of pMLC expression in Pax7-positive MuSCs on freshly isolated myofibres. Scale bar: 10 μm. **(E)** Fluorescent intensity was measured, based on the result of (D) (>100 cells from N = 3 mice). **(F)** pMLC expression in MuSCs on myofibres from *Pax7*^*CreERT2/+*^ and *Piezo1* cKO mice treated with Rho activator for 2 h in vitro (>100 cells from N = 3 mice per condition). *P < 0.05, **P < 0.01, ***P < 0.001. ((B, E) non-paired *t* test, (F) Tukey’s test).

### *Piezo1* deficiency causes mitotic catastrophe in MuSCs

Although *Piezo1* deficiency promoted cell cycle entry at the early phase of MuSC activation, the number of MuSCs in *Piezo1* cKO was less than that in the control in proliferating MuSCs (Figs 4G–J and 5F–H). Therefore, we hypothesised that the M phase of the cell cycle is affected by *Piezo1* deficiency. To test this hypothesis, we examined the localization of PIEZO1-tdTomato during mitosis in MuSCs on isolated myofibres. Surprisingly, PIEZO1-tdTomato was clearly localized in the midbody during cell division of MuSCs (Fig 8A). This result was confirmed by the fact that PIEZO1-tdTomato co-localised with Aurora kinase, Citron kinase, and RhoA (Fig 8B and C), all of which are known to accumulate in the midbody during cytokinesis (Barr & Gruneberg, 2007). This allowed us to further examine the phenotypes associated with *Piezo1* deficiency in MuSCs. Isolated MuSCs were cultured for 2 d in growth medium, until the first cell division took place (Rodgers et al, 2014). Immunofluorescent analysis revealed that although control MuSCs showed successful segregation of chromosomes, *Piezo1*-deficient MuSCs displayed abnormal chromosomal structures such as chromosomal bridges (Fig 8D and E). Moreover, CN03 treatment at least partially rescued the abnormalities during cytokinesis (Fig 8F and G), suggesting that the PIEZO1-Rho pathway may act as a critical determinant for precise cell division, thus enabling MuSCs to proliferate for myogenesis.

**Figure 8.**
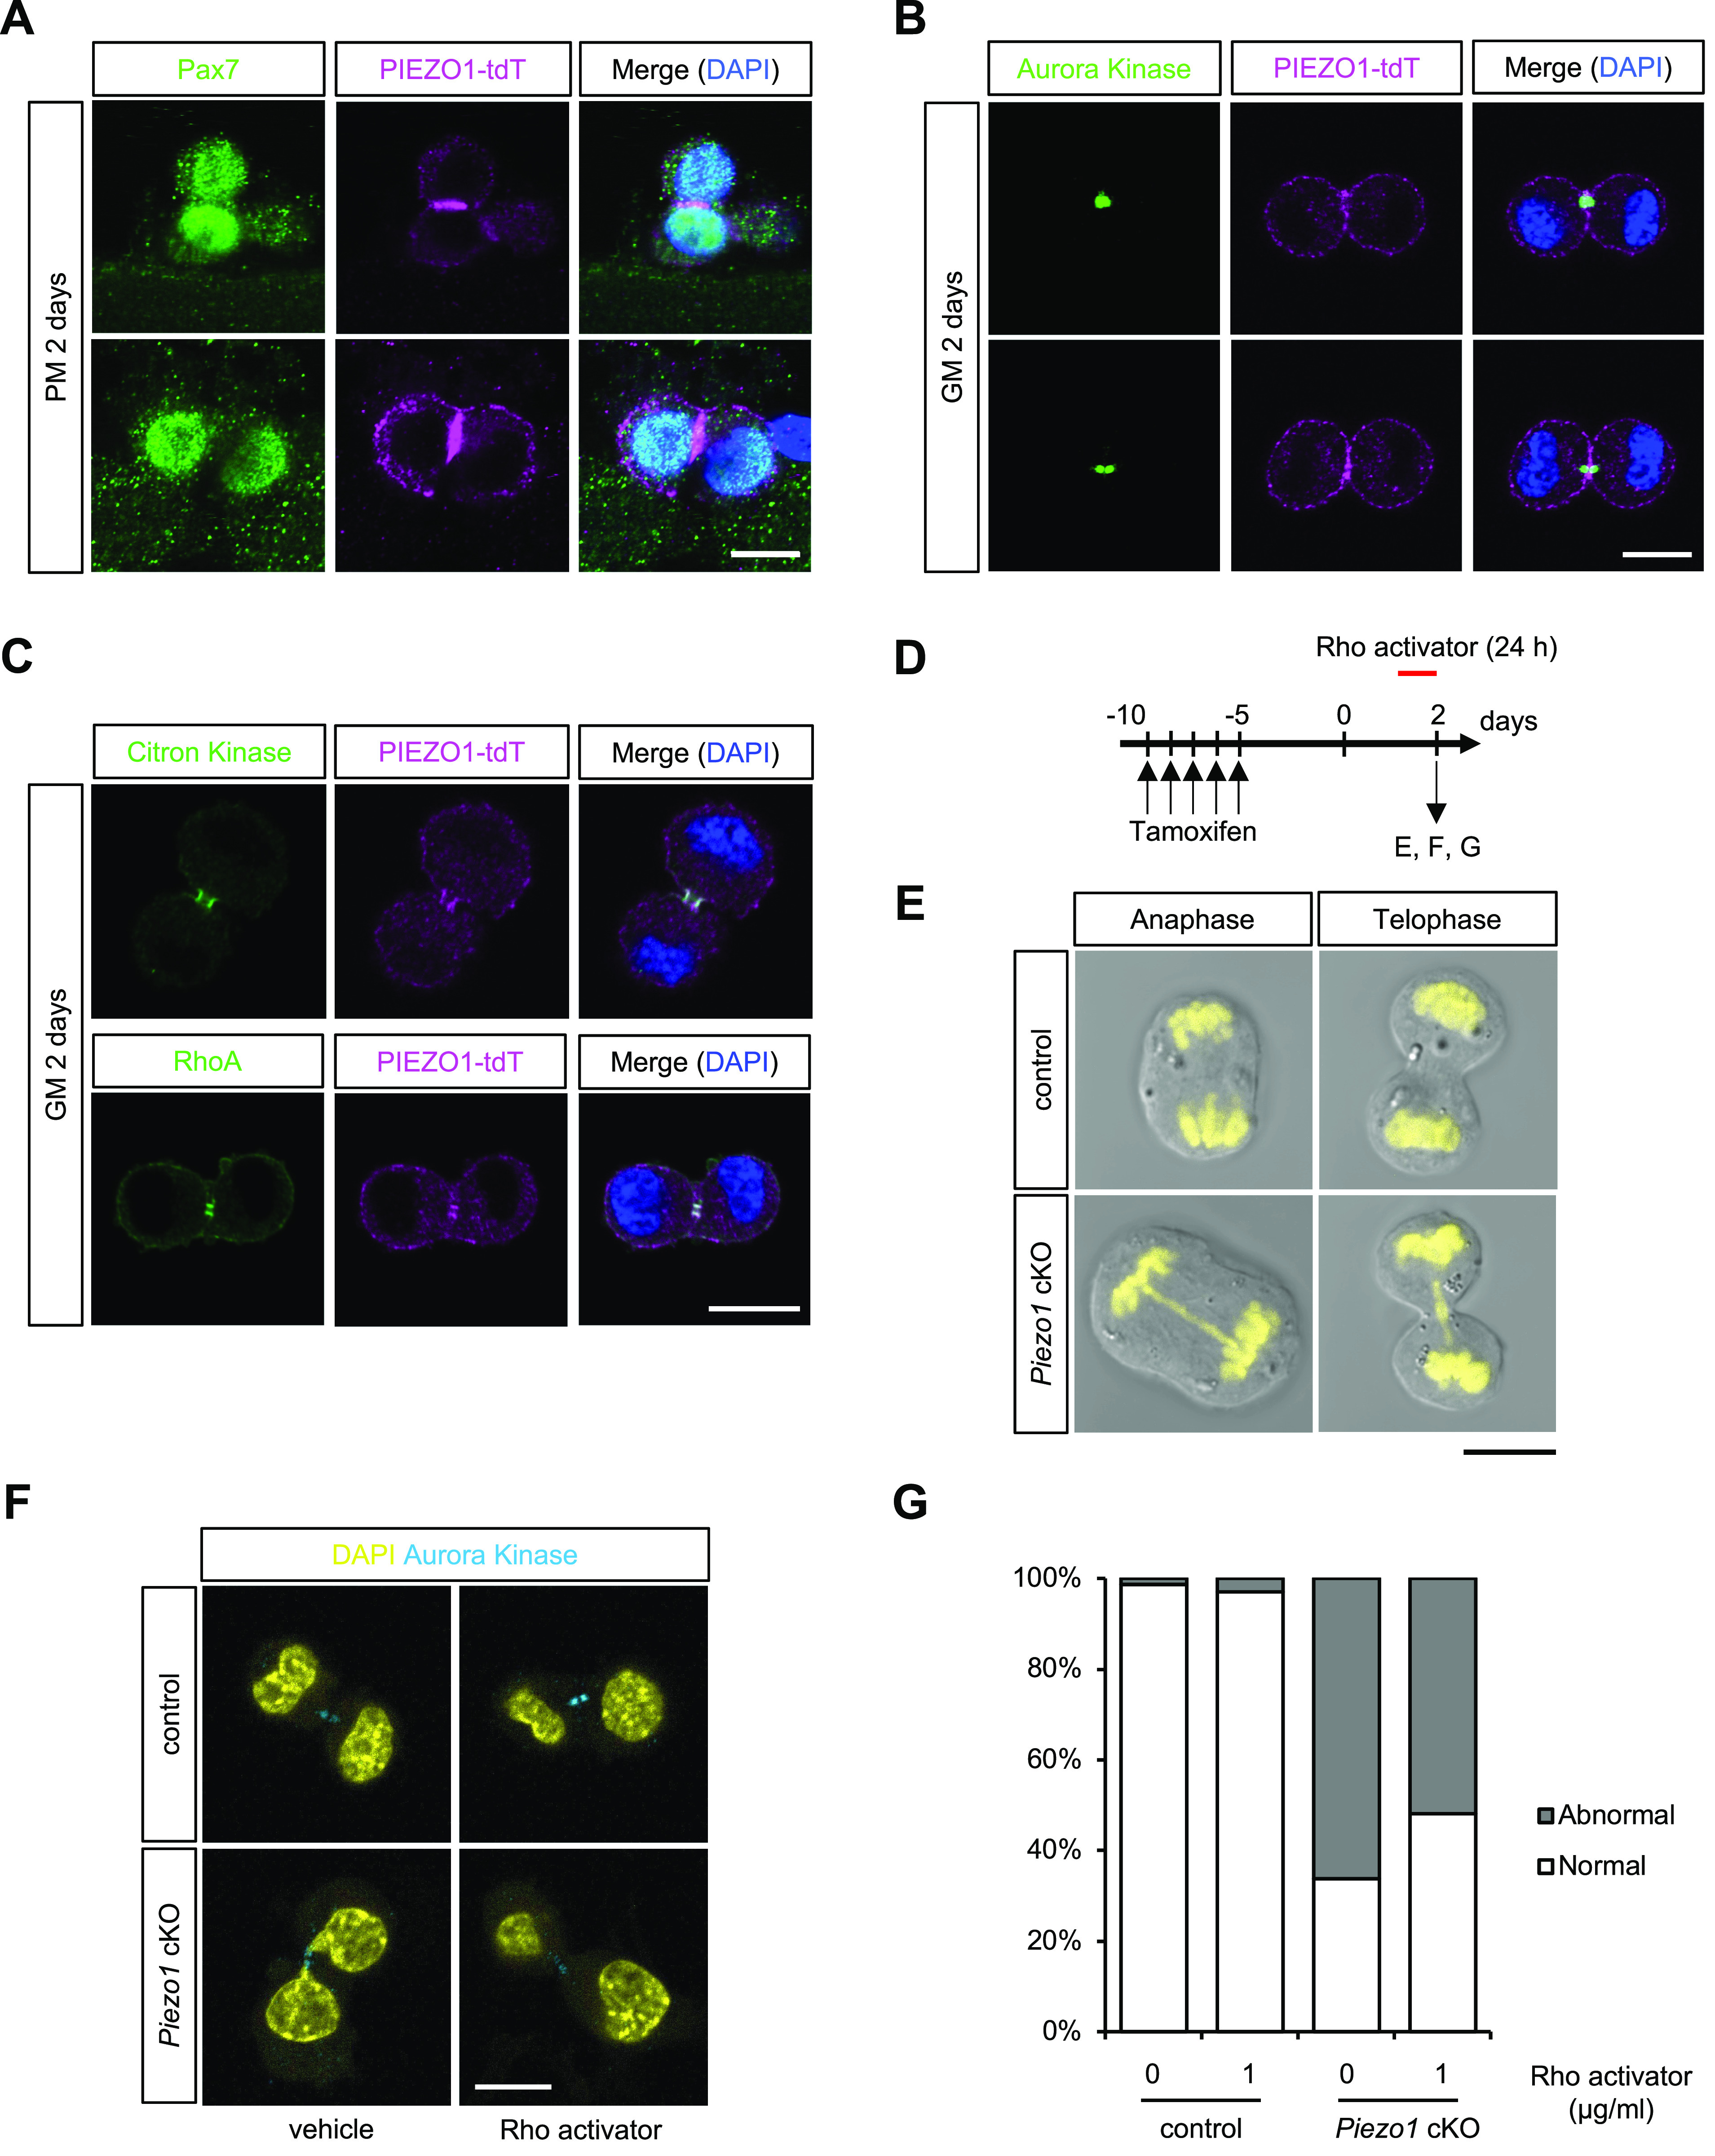
Mitotic catastrophe in muscle satellite cells (MuSCs) isolated from *Piezo1* cKO. **(A)** Detection of PIEZO1-tdTomato in mitotic MuSCs on myofibres isolated from *Piezo1-tdTomato*. Pax7 and nuclei were co-stained with anti-Pax7 antibody and DAPI, respectively. Scale bar: 10 μm. **(B, C)** Co-localisation of PIEZO1-tdTomato with cytokinetic components in MuSCs isolated from *Piezo1-tdTomato*. Aurora kinase (B), Citron kinase and RhoA (C), were detected with specific antibodies. Scale bar: 10 μm. **(D, E, F, G)** Mitotic catastrophe in *Piezo1* cKO MuSCs. **(D)** Time course for the induction of *Piezo1*-deficiency and administration of the Rho activator. **(E)** Evaluation of chromosomal integrity during cell division in control and *Piezo1* cKO. Chromosomal DNA was detected with DAPI. **(F, G)** Rescue of chromosomal catastrophe observed in *Piezo1* cKO MuSCs with a Rho activator CN03 (>50 cells per condition from N = 3–4 mice were investigated). Scale bar: 10 μm.

## Discussion

Because MuSCs were identified in 1961 (Mauro, 1961), great efforts have been made to understand the molecular mechanisms underlying MuSC-dependent muscle regeneration. Although the mechanical stimulation of MuSCs along with a series of secretory molecules has been thought to play fundamental roles in MuSC functions, the molecular entity that senses changes in the mechanical properties of the surrounding niche remains to be identified. In this study, we report that PIEZO1 is involved in MuSC proliferation by mediating spontaneous Ca^2+^ influx across the plasma membrane. Deletion of *Piezo1* in MuSCs causes a series of phenotypes, including suppressed cell cycle entry, reduced proliferative capacity, and mitotic catastrophe during myogenesis, leading to abnormalities in muscle regeneration.

Spontaneous Ca^2+^ influx is thought to be involved in a variety of physiological signals, especially in non-excitable cells (Qian et al, 2019). Although mechanosensitive ionic currents were first recorded in chicken myoblasts (Guharay & Sachs, 1984), the function of Ca^2+^ influx mediated by mechanosensation during myogenesis is poorly understood. Our results show that Ca^2+^ fluctuations occur in a PIEZO1-dependent manner and that Rho activation is significantly blunted in *Piezo1*-deficient MuSCs, suggesting that Ca^2+^ influx through PIEZO1 may act as an upstream event for Rho-GTPase to regulate the functions of MuSCs. Previous studies have identified several candidate molecules that couple Ca^2+^ influx across the plasma membrane with RhoA-dependent actomyosin reorganisation (Ying et al, 2009; Murakoshi et al, 2011; Pardo-Pastor et al, 2018). Further studies are required to elucidate the molecular mechanisms underlying PIEZO1-mediated Rho activation in MuSCs.

Changes in mechanical properties, such as actomyosin formation, are thought to be involved in MuSC functions. Eliazer et al (2019) demonstrated that myofibre-derived Wnt4 is essential for the maintenance of stemness in MuSCs through the RhoA-dependent repression of the transcription co-activator YAP1. It is possible that PIEZO1 and Wnt4-signalling cooperatively enhance RhoA-mediated actomyosin formation, enabling MuSCs to maintain their functions. Indeed, our study revealed that *Piezo1*-deficiency increased the numbers of Ki67- and EdU-positive MuSCs at the early phase of MuSC activation (Figs 5F and S5B). Moreover, a pharmacological Rho activator completely rescued the phenotype (spontaneous MuSC activation) observed in *Piezo1* cKO (Fig 7D and E), further supporting our hypothesis. Recent studies revealed that the generation of pulses of RhoA activation called “Rho flares” promotes actomyosin-dependent contraction, which is required for maintaining the barrier integrity in epithelial cells (Stephenson et al, 2019; Varadarajan et al, 2022). Interestingly, GsMTx-4, a broad inhibitor of mechanosensitive ion channels including PIEZO1, suppresses the activation of Rho (Varadarajan et al, 2022), suggesting that PIEZO1-Rho signalling could be involved in a variety of biological processes including tight junction remodelling and the promotion of MuSC functions.

Recent studies have shown that PIEZO1 plays a role in MuSC function. Ma et al (2022) demonstrated that MuSCs are morphologically heterogeneous with axon-like protrusions and that PIEZO1 is essential for preserving this feature, thereby priming MuSCs to be more responsive. In this study, we have revealed that *Piezo1* deficiency affects the Rho activation (Fig 7A–C). As Rho signalling acts as a critical determinant for cellular morphogenesis through cytoskeletal reorganisation, the PIEZO1-Rho axis may play a role in the generation of morphological heterogeneity in MuSCs in vivo. Peng et al (2022) showed that PIEZO1 is involved in the p53-mediated ROS signalling pathway. Although our RNA-seq analysis did not show a statistical difference in the up-regulation of p53 signalling pathways (Figs 6 and S7), this could result from the timing of RNA sample preparation. Peng et al used RNA samples from FISC, whereas we analysed cultured MuSCs. Taken together, these results provide insights into PIEZO1-mediated MuSC functions.

We demonstrate that *Piezo1*-deficiency impaired the proliferation of MuSCs. *Piezo1*-deficient MuSCs displayed hallmarks of dysregulated cytokinesis, such as the existence of chromosome bridges (Fig 8E–G), suggesting that PIEZO1 is required for the progression of mitosis. Moreover, PIEZO1 specifically accumulated in the midbody during cytokinesis (Fig 8A–C). It is possible that RhoA could be spatially and temporally activated in a PIEZO1-dependent manner, thereby promoting various aspects of mitosis such as furrow ingression and cytokinesis completion (Lens & Medema, 2019). Further studies on PIEZO1-mediated cell division may improve our understanding of the function of MuSCs during muscle regeneration.

The findings of the present study highlight the stage-dependent functions of PIEZO1 during myogenesis: regulation of MuSC activation and progression of mitosis. Accumulating evidence has shown that under physiological and pathological conditions, the mechanical properties of the MuSC niche are altered (Gilbert et al, 2010; Urciuolo et al, 2013; Cosgrove et al, 2014; Lacraz et al, 2015; Trensz et al, 2015; Quarta et al, 2016; Silver et al, 2021). Despite these findings, the molecular mechanisms by which MuSCs convert biophysical forces into signalling cascades have not been elucidated yet. Along with ion channels, a variety of membrane proteins have been identified as mechanosensors in physiological systems (Vining & Mooney, 2017; Xu et al, 2018; Kefauver et al, 2020). It is tempting to speculate that a series of mechanosensitive proteins have distinct roles in promoting the activation, proliferation, and differentiation of MuSCs. Further studies are needed to unveil the role of mechanosensors in the progression of myogenesis.

## Materials and Methods

### Mice

Animal care, ethical use, and protocols were approved by the Animal Care Use and Review Committee of the Graduate School of Engineering, Kyoto University, and the University of Shizuoka. Sperm samples for transgenic mouse strains, *Piezo1*^*tm1a(KOMP)Wtsi*^ (called *Piezo1^LacZ^*) and *Piezo1*^*tm1c(KOMP)Wtsi*^ (West et al, 2015), were purchased from the UC Davis KOMP repository. Cryo-recovery of sperm was carried out by the RIKEN BioResource Research Center (Japan). *Piezo1*^*tm1c(KOMP)Wtsi*^ mice were mated with *Pax7*^*CreERT2/+*^ transgenic mice (strain ID:012476; The Jax laboratory; Lepper & Fan, 2010) to generate MuSC-specific *Piezo1-*deficient mice*. Pax7*^*CreERT2/+*^; *Rosa26*^*YFP*/+^ mice (Srinivas et al, 2001) were treated with tamoxifen (Sigma-Aldrich) to induce YFP expression in a Pax7-expressing MuSC population. The *Piezo1-tdTomato* mouse line (Ranade et al, 2014) was kindly provided by Dr. Keiko Nonomura.

TMX (dissolved in corn oil at a concentration of 20 mg/ml) was further used to induce Cre recombinase expression. The mice were injected intraperitoneally with TMX at 40 μg/g of body weight for five consecutive days (Figs 2 and 3) and injected with 2 mg TMX daily for 5 d for ex vivo studies.

### MuSC isolation using FACS

MuSCs from uninjured limb muscles were isolated as previously described (Kitajima & Ono, 2018). Briefly, skeletal muscle samples obtained from the forelimbs of mice were subjected to collagenase treatment using 0.2% collagenase type II (Worthington). Mononuclear cells were incubated with allophycocyanin (APC) or PE-conjugated anti-mouse Ly-6A/E (Sca-1) antibody (#122508; BioLegend), APC- or PE-conjugated anti-mouse CD45 antibody (#103106; BioLegend), APC- or PE-conjugated anti-mouse CD31 antibody (#102508; BioLegend), and APC- or PE-conjugated anti-mouse CD106 antibody (#105718; BioLegend) at 4°C for at least 30 min. These cells were resuspended in PBS containing 2% FBS and then subjected to cell sorting to collect CD106-positive cells using MA900 (Sony) or BD FACS Aria II.

### RT-PCR

MuSCs (FISC and GM 4 d) and gastrocnemius muscle were isolated from Pax7-YFP (Kitajima & Ono, 2018) and C57BL/6J mice (10 wk old), respectively. Total RNA was isolated using ISOGEN II (Nippon Gene) or the QIAGEN RNeasy Micro Kit. cDNA was generated using the PrimeScript II first-strand cDNA synthesis kit (Takara). qPCR was performed with PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) using the StepOne system (Thermo Fisher Scientific). Copy numbers were determined using standard curves from *Piezo1* and were compared with 18*S* ribosomal RNA. Relative expression was calculated using the 2^−ΔΔCt^ method. The primers used are listed in Table S1.

Table S1 Oligonucleotide sequences for qPCR and genotyping.

### Ca^2+^ imaging in MuSCs

Fura-2 imaging was performed as previously described with minor modifications (Tsuchiya et al, 2018). For indicator loading, MuSCs were plated on glass-bottomed dishes (Matsunami) coated with Matrigel and incubated with 5 μM Fura-2 AM (Dojindo) at 37°C for 60 min. Time-lapse images were obtained every 2 s. The base composition of HBS was (in mM) 107 NaCl, 6 KCl, 1.2 MgCl_2_, 11.5 glucose, and 20 HEPES (pH = 7.4 adjusted with NaOH). HBS with 2 mM Ca^2+^ (2Ca) in addition contained 2 mM CaCl_2_, whereas that without Ca^2+^ (0Ca) in addition contained 0.5 mM EGTA instead of CaCl_2_. Ratiometric images (F_340_/F_380_) were analysed using Physiology software (Zeiss). Yoda1-induced Ca^2+^ influx was measured as the difference in the Fura-2 ratio between its maximum value and that at 1 min from the initiation of imaging. These experiments were performed using a heat chamber (Zeiss) to maintain the temperature at 37°C throughout the imaging process. The amplitude was calculated using the following formula:

$$\text{Amplitude}=\left(\left[{\text{maximum}\;\text{value}\;\text{of}\;\text{the}\;F}_{340}{/F}_{380}\;\text{ratio}\right]-\left[{\text{minimum}\;\text{value}\;\text{of}\;\text{the}\;F}_{340}{/F}_{380}\;\text{ratio}\right]\right)/2.$$

### Single myofibre isolation

Myofibres were isolated from the EDL muscles, as previously described (Nagata et al, 2006). Isolated EDL muscle samples were incubated with 0.2% collagenase I (Sigma-Aldrich) in DMEM at 37°C for 2 h. Myofibres were released by gently flushing the muscle samples in the plating medium using a fire-polished glass pipette.

### Cell culture

MuSCs were cultured in growth medium (DMEM supplemented with 30% foetal bovine serum (Sigma-Aldrich), 1% chicken embryo extract (US Biological), 10 ng/ml basic fibroblast growth factor (ORIENTAL YEAST Co., Ltd.), and 1% penicillin–streptomycin (FUJIFILM Wako Pure Chemical Corporation)) on culture dishes coated with Matrigel (Corning). 4-OH TMX (1 μM; Sigma-Aldrich) was added to both control and *Piezo1* cKO growth medium for freshly isolated MuSC culture. The reagents BAPTA-AM (20 μM; Dojindo) and EdU (10 μM; Life Technologies) were added to the growth medium during culturing. Rho activator II (CN03; Cytoskeleton, Inc.) was added to the growth medium 24 h after plating.

For MuSC growth on floating myofibres, isolated myofibres were cultured in plating medium (DMEM supplemented with 10% horse serum (Gibco), 0.5% chick embryo extract, and 1% penicillin–streptomycin) at 37°C with 5% CO_2_. Next, 5 μM EdU (Life Technologies) was added to the plating medium to analyse S-phase entry. Rho activator II (CN03; Cytoskeleton, Inc.) or Rho inhibitor I (CT04; Cytoskeleton, Inc.) was added to the plating medium at indicated time points shown in Figs 7F and I and S9C.

### MuSC culture on matrices with different elasticities

Freshly isolated MuSCs were plated on CytoSoft Imaging 24-well Plates (2 kPa: 5185-1EA, 32 kPa: 5188-1EA; Advanced BioMatrix) coated with PureCol Type I Collagen (No. 5005-100ML; Advanced BioMatrix), based on the manufacturer’s instructions.

### Immunofluorescent analysis

Cells were added to Matrigel-coated glass-bottom dishes and fixed with 4% PFA/PBS for 10 min. After permeabilisation in 0.1% Triton X-100/PBS for 10 min, samples were blocked in 1% BSA/PBS for 1 h and probed with primary antibodies (Table S2) at 4°C overnight. After multiple washes with PBS, the suitable secondary antibodies (Table S2) were added to the samples. Nuclei were detected using DAPI (1:1,000; Dojindo). For RhoA detection during cytokinesis, MuSCs were fixed with 10% trichloroacetic acid on ice for 15 min. They were then rinsed twice with PBS containing 30 mM glycine (G-PBS) and treated with 0.2% Triton X-100 in G-PBS for 5 min for permeabilisation. After blocking with 1% BSA/PBS, cells were incubated in primary antibodies (Table S2) at 4°C overnight.

Table S2 Antibody information.

Myofibres were fixed with 2% PFA/PBS for 5 min. After permeabilisation and blocking with 0.1% Triton X-100 in 1% BSA/PBS for 15 min, the samples were probed with the antibodies (Table S2) at room temperature for 2 h or at 4°C overnight. After washing once with PBS, suitable secondary antibodies (Table S2) were added. Nuclei were detected using DAPI (1:1,000; Dojindo). Immunofluorescent signals were visualised with Alexa 488- or Alexa 555-conjugated secondary antibodies using an epifluorescence microscope (Axio Observer; Z1; Zeiss) with 10×, 20×, 40× objective lenses or a confocal microscope (LSM 800; Zeiss) with a 63× objective lens. The fluorescence intensity was measured using ImageJ software for statistical analyses.

For EdU detection, a click chemical reaction was performed after primary and secondary staining using a Click-iT EdU Imaging Kit (Life Technologies) according to the manufacturer’s instructions.

### In situ binding assay for GTPase activity

Freshly isolated MuSCs were plated on glass-bottomed dishes (Matsunami) coated with Matrigel and immediately fixed with 4% PFA for 25 min. The MuSCs were then washed with PBS twice and permeabilised with 0.5% Triton X100/PBS for 10 min. They were blocked in 5% FBS/PBS and incubated for 1 h at room temperature with GST tagged Rhotekin-Rho binding domain (Cytoskeleton Inc.). After washing with PBS twice, cells were incubated in anti-GST Alexa Fluor 488 (1:500 dilution; Invitrogen) and DAPI in 5% FBS/PBS for 1 h at room temperature, before imaging.

### Histological analysis

Cardiotoxin experiments were performed as previously described (Tsuchiya et al, 2018). Cardiotoxin (50 μl of 10 μM; Latoxan) was injected into the TA muscle of 8- to 15-wk-old mice. The muscle was harvested at the time points indicated in each figure and snap-frozen in isopentane cooled with liquid nitrogen. Cross-cryosections (thickness, 7 μm) of the muscle samples were used for haematoxylin and eosin staining, as previously described (Hara et al, 2011). CSA in each muscle sample was determined using cryosections stained with anti-laminin I antibody (L9393; Sigma-Aldrich; 1:500). The fibrotic area was detected using an anti-collagen I antibody (1310-01; Southern Biotech; 1:500). The CSA and fluorescence intensity were measured using the ImageJ software for statistical analyses.

### In vivo EdU-uptake assay

EdU was dissolved in PBS at 0.5 mg/ml and injected intraperitoneally at 0.1 mg per 20 g body weight at the time points indicated in each figure.

### RNA-seq analysis

For RNA-seq analysis, total RNA was obtained from cultured MuSCs using QIAGEN RNeasy Micro Kit. Quality and concentration of the total RNA were assessed using Bioanalyser (Agilent RNA 6000 Pico Kit; Agilent Technologies). To synthesize cDNA, 500 pg of the total RNA were reverse transcribed with SMARTScribe Reverse Transcriptase (639536; Takara Bio) in a 15 μl reaction volume, following the manufacturer’s protocol with minor modifications. Briefly, the reaction mix contained 1× First-Strand Buffer, 2.4 μM biotinylated LNA template-switching oligonucleotide (TSO: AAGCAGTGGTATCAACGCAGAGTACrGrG+G; QIAGEN), 1.2 μM barcoded primers (Table S3), 1 mM dNTP mix, 2 mM DTT, 11 U/μl RNase inhibitor, 1 U/μl SMARTScribe Reverse Transcriptase (639536; Takara Bio), and 0.475× Lysis buffer (365013; Takara Bio). The reaction mix was incubated at 42°C for 90 min and then 70°C for 10 min. The residual primers were digested by adding 0.75 μl of exonuclease I (5 U/μl) and incubating at 37°C for 30 min followed by 80°C for 20 min. The synthesized cDNA was amplified by 12 cycles of PCR with SeqAmp DNA polymerase (638504; Takara Bio). The PCR product was purified with 1.0× AMPure XP (Beckman Coulter). The purified DNA samples were pooled at an equal mass concentration and 400 pg was used for constructing a sequencing library (Nextera XT DNA Library Preparation Kit; Illumina). The final product was purified with 0.6× of AMPure XP. The sequence library was analysed on an Illumina HiSeqX platform with paired-end reads of 150 bp. Mapping of sequence reads to a reference genome (GRCm38.102) was done using STAR (2.7.9a). The mapped reads were annotated by featureCounts (v.2.0.1) and counted by UMI-tools (ver.1.1.1). Count data were analysed using R (version 4.0.0) and the DESeq2 version 1.30.1 using the default parameters and then MA-plot was also obtained. For each pairwise comparison, raw *P*-values were adjusted for multiple testing according to the Benjamini and Hochberg (BH) procedure (Benjamini & Hochberg, 1995) and genes with an adjusted *P*-value lower than 0.05 were considered differentially expressed. Gene ontology analyses and gene set enrichment analyses were performed using clusterProfiler with the cellular component option.

Table S3 Oligonucleotide sequences for RNA-seq.

### Western blot analysis

For Western blot analysis, the proteins were separated by SDS-PAGE and transferred onto a polyvinylidene difluoride membrane. The membrane was blocked in TBS containing 1× EzBlockChemi (ATTO) and 0.1% Tween 20, stained with antibodies listed in Table S2, and visualised using an enhanced chemiluminescence reagent (SuperSignal West Pico PLUS substrate; Thermo Fisher Scientific).

### Statistical analysis

Statistical analyses were performed using Microsoft Excel or JMP 11 (JMP Statistical Discovery LLC). The statistical significance of the differences between the mean values was analysed using a non-paired *t* test (two-sided). Multiple comparisons were performed using Tukey’s test followed by ANOVA. *P* values of *P < 0.05, **P < 0.01, and ***P < 0.001 were considered statistically significant. The results are presented as the mean + SEM. n.s. indicates results that are not statistically significant.

## Data Availability

All data generated and analysed in this study are available from the corresponding author on reasonable request. The custom compute codes used to generate results in this study are available from the corresponding author on reasonable request. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request. The RNA-seq data from this publication has been deposited to the GEO database (https://www.ncbi.nlm.nih.gov/geo/; accession number: GSE217417).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

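RNA-seq was performed on MuSCs cultured for 3 d, in 3 control libraries and 3 libraries labelled *Piezo1* cKO. The condition and the replicate number of each library were taken from the sample labels and the paper. The authors reverse transcribed 500 pg of total RNA with barcoded oligo-dT primers, amplified the cDNA by 12 cycles of PCR, sequenced it with paired-end reads of 150 bp, mapped the reads with STAR to GRCm38, assigned them to genes with featureCounts and counted UMIs per gene with UMI-tools. The deposited values are these counts, not normalised, with 1 column per library. The paper's text does not name the settings for reads that map to several places or for strand, so the levels of genes with near-identical copies, such as *Hmgb1*, *Hmgb2*, *Npm1*, *Rpl5*, *Hnrnpa1*, *Ncl* and *Gm47283*, are uncertain. Oligo-dT priming places counts near the 3' end of transcripts.

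The libraries held from 726378 to 931168 counts. At this depth a gene at the floor of 3 counts has between 3.22 and 4.13 CPM, and *Piezo1*, with 5 to 12 counts per library, was near it. Intervals and floors cover counting error only.

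Counts were analysed in R 4.3.3. The main test was edgeR 4.0.16 (TMM normalisation, robust quasi-likelihood fit, Benjamini-Hochberg adjustment, called at an adjusted p under 0.05) on the 8551 genes kept by its filter on low counts, with a minimum count of 10. *Piezo1* did not pass this filter. It was kept regardless of the filter for its own test, which departs from the design written before the data were examined. Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, with a preset correlation of 0.01 and adjustment over 9 lists. They were written by hand after the terms of Fig 6D and Fig S8A and other statements of the paper, since the gene ontology annotation was not used here. The results of some of these lists and of some single genes are not reported here, but all 9 lists entered the adjustment. Over-representation was tested with Fisher's exact test against the genes tested. Comparisons of single values used exact permutation tests, which with 3 libraries against 3 give no two-sided p under 0.1. Coordinates were matched by gene name for 19865 and by identifier for 128 of the 20654 genes, and 661 were not matched.

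The tests, the samples in each fit and the alternatives were fixed before the data were examined, apart from those named as chosen later. The alternatives were DESeq2 1.42.0 with default settings, limma-voom, DESeq2 size factors in edgeR, total counts only, no filter (19247 genes), at least 10 counts in every library (7510 genes), the replicate number as a block, libraries thinned to the smallest total, an adjusted p under 0.1, each library left out in turn, camera with estimated correlation, fry, fgsea 1.28.0 and Reactome lists. Cyclic loess normalisation with 3 iterations was added after the data were seen. The genes named were to be those the paper names and those called by edgeR or DESeq2, at most the 15 with the smallest DESeq2 adjusted p in each direction, and any other gene is marked where it is named as chosen after its values were seen.

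The pairing of libraries comes from the replicate numbers in the labels. The mice of a pair are different animals as far as the labels and the paper tell, and nothing else links them. The mean correlation of same-numbered libraries was -0.112, which gives no ground for a block. Results are given with and without it because the block was among the alternatives set in advance.

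The calculations were tested on simulated counts with 200 changed genes. On 8378 genes edgeR recovered 196 of them and made 16 false calls among 212, and on 8551 genes DESeq2 recovered 188 with 7 false calls. With no gene changed, edgeR called 2 and DESeq2 0 of 8371 genes. Over 20 draws of 8354 to 8407 genes, camera called the shifted list in 20 and made 2 calls among 160 tests of unchanged lists, whereas fry made 6 and fgsea 8. The simulated genes varied independently of each other, so these rates do not cover lists of correlated genes. The raised genes had a median log2 fold change of 1.49 in edgeR and were drawn from genes with more counts. The shifted list was raised by 0.4 on the log2 scale. The recovery therefore does not cover smaller changes, such as those of the ribosome biogenesis and cell cycle lists. The Y-linked genes *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* were not analysed here.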

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

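The tests for sex, other cells, the *Piezo1* locus, the *Nnt* gene, library size and GC content or gene length in this part were set before their results were seen, and cyclic loess normalisation was chosen after the called genes were seen. Directions rest on the labels, since *Piezo1* itself was not lower in the libraries labelled *Piezo1* cKO.

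Of the 8 genes called higher by both edgeR and DESeq2 in the libraries labelled *Piezo1* cKO, 6 belong to none of the gene lists and are not discussed in the paper. Their log2 fold changes in edgeR were 1.70 for *Sp7*, 1.05 for *H19*, 1.11 for *Tmem119*, 0.67 for *Dpysl3*, 1.23 for *Igfbp2* and 0.72 for *Col18a1*. Each was higher in every library labelled *Piezo1* cKO than in every control library. Chance gives 10% of genes without overlap in either direction, but only among genes not selected on these libraries. Of the 67 genes called by edgeR, 64 had no overlap, so this adds no separate support for the 6 genes. Adjusted p-values in edgeR were 0.00338 for *Sp7*, 3.9e-04 for *H19*, 0.00144 for *Tmem119*, 0.00338 for *Dpysl3*, 0.0141 for *Igfbp2* and 0.00338 for *Col18a1*, and with the replicate block they were 0.0130, 0.00217, 0.0149, 0.0149, 0.140 and 0.0256. Without *Piezo1* cKO 2, all 6 adjusted p-values in edgeR were 0.05 or more, between 0.0619 and 0.207. *Igfbp2* was also not called under limma-voom, with the replicate block, after cyclic loess normalisation or without *Piezo1* cKO 3, and *Sp7* and *Tmem119* were not called after cyclic loess normalisation.

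Technical explanations were tested on the 67 called genes, of which 66 had a position, GC content and length. A difference in the sex of the mice was tested with *Xist*, whose counts of 32, 26 and 19 in control and 13, 27 and 16 in the libraries labelled *Piezo1* cKO overlapped (adjusted p = 0.664, edgeR). DNA linked to the *Piezo1* locus was tested by position: 2 genes, *Tppp3* and *Foxc2*, named here because of this count after their values were seen, lie within 20 Mb of *Piezo1* (one-sided Fisher's exact test, p = 0.338). *Acta1* (from 123891769) and *Cdh15* (from 122847966) on chromosome 8 also lie in this window but are not among the 67. *Acta1* was called by DESeq2 and by edgeR with the block. This count therefore did not exclude linked DNA as a source of the levels of *Acta1* and *Cdh15*. After thinning all libraries to the smallest total, 58 of the 67 genes still had an adjusted p under 0.05. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.0755 with GC content and of 0.0541 with length, with values for 98.2% of the genes. RNA from other cells was tested with lists of marker genes, of which only the fibro-adipogenic list, with 4 of its 14 genes, could be tested (adjusted p = 0.859, camera). The 4 genes did not move together. *Dcn*, named after its values were seen, had 18, 23 and 37 counts in control and 8, 5 and 3 in the libraries labelled *Piezo1* cKO (log2 fold change -2.17, standard error 0.38, adjusted p = 3.9e-04 and with the block 0.00463, edgeR). The other 3 were higher, with adjusted p-values of 0.265, 0.713 and 0.804 in edgeR. Of the listed genes below the filter, *Pdgfra*, *Col1a1*, *Col6a3*, *Mfap5*, *Lum* and *Col15a1* had lower mean levels and *Ly6a* a higher one. All of these had few counts and are named after their values were seen. A smaller share of fibroblast-like cells in the libraries labelled *Piezo1* cKO could therefore not be excluded by the mean of this list. A difference between C57BL/6 substrains at *Nnt* could not be resolved, since *Nnt* had 0 to 3 counts per library (adjusted p = 0.885, edgeR without a filter). Whether a smaller share of fibroblast-like cells goes with the genes that are higher in the libraries labelled *Piezo1* cKO was not tested. The lists of endothelial, mural and Schwann cells had 0 genes tested and that of immune cells 2, too few for a test, so RNA of such cells was not excluded as a source of the higher levels of these 6 genes. Nor can these levels be told apart from a substrain difference or variation between cultures, and the effect of the *Piezo1* deletion remains 1 candidate explanation among these.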

How the results depend on the processing

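Cyclic loess normalisation was chosen after the data were seen. Directions are those of the libraries labelled *Piezo1* cKO relative to control.

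All 67 genes called by edgeR kept their sign under DESeq2, limma-voom, the other normalisations, no filter, the replicate block and thinning, and the 55 of them tested with at least 10 counts in every library did as well. Their number did not hold. DESeq2 called 27 genes (12 higher, 15 lower), no filter 129 (82 higher, 47 lower), an adjusted p under 0.1 gave 124 (76 higher, 48 lower), and cyclic loess normalisation 25 (13 higher, 12 lower). The replicate block called 46, of which 26 were higher, and limma-voom 54. Across the 6 fits that each left out 1 library, edgeR called from 6 to 174 genes, from 4 to 101 higher and from 2 to 73 lower, and only 4 of the 67 genes were called without *Piezo1* cKO 2. The cause was not tested.

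The sarcomere (1.05), muscle differentiation (0.95), ribosome biogenesis (-0.21) and cell cycle (-0.25) lists had camera adjusted p-values under 0.05 with the preset correlation under total counts only, both filters, thinning, the replicate block, cyclic loess and with any library left out. The size of the sarcomere and muscle differentiation means depended on the genes kept. They were 1.48 and 1.48 with no filter, and 0.61 and 0.50 with at least 10 counts in every library. Under these filters the ribosome biogenesis and cell cycle means lay between -0.26 and -0.20. With the main mean log2 fold changes of 1.05, 0.95, -0.21 and -0.25, the adjusted p was 0.320 for each of the 4 lists with the correlation estimated from the libraries, and 0.171 for each with fry. Under fgsea, which takes no account of this correlation, all 4 passed. Whether these lists pass the threshold thus depends on how the correlation between genes is treated.

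The actin list (mean log2 fold change 0.040, 33 genes higher and 43 lower) had a small mean above 0 in every setting, from 0.0049 to 0.12. Its place relative to the other genes had no stable direction. Camera, which compares a list with the other genes, placed it on the lower side with no filter (0.0049) and after thinning (0.040). Ranked by DESeq2, fgsea gave a normalised enrichment score of -0.61, and ranked by the signed edgeR statistic one of 1.17. With 1 library left out the mean lay between 0.011 and 0.080. Camera placed the list on the lower side in 4 of these 6 fits (without control 1, control 2, *Piezo1* cKO 1 or *Piezo1* cKO 3). Of the alternatives with an adjusted p, cyclic loess took it past the threshold (0.12, adjusted p = 0.0114) and the others did not (0.191 to 1). Its mean of 0.040 was nevertheless higher than that of 99.96% of 10000 random lists matched on mean expression, which takes no account of replicate error.

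*Piezo1* was not past the threshold in any alternative that gave it a value, with log2 fold changes from 0.14 to 0.93 when 1 library was left out, and had no value with at least 10 counts in every library. The log2 fold change of *Myod1* reversed after cyclic loess normalisation (0.11). For the 29 single genes examined, 430 values under alternatives comprised 40 that no longer passed the threshold, 24 that newly passed it and 1 reversed, and the others stayed on the same side. With 5 to 12 counts per library, the depth did not exclude a decrease of *Piezo1* down to a rate ratio of 0.744, the lower bound of its 95% interval for counting error.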

Differences from the paper's values

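The paper's legend of Fig 6C gives 15 up-regulated genes, and edgeR called 40 genes higher in the libraries labelled *Piezo1* cKO. Of the alternatives set before the data were examined, DESeq2 with default settings, which the paper's methods name, gave 12 and was within 1.5 times the paper's 15. The other alternatives, with 4 to 101 genes, were not.

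The same legend gives 12 down-regulated genes, and edgeR called 27 lower. Among the alternatives set before the data were examined, DESeq2 with default settings gave 15 and total counts only gave 18, both within 1.5 times the paper's 12, and the others, with 2 to 73 genes, were not. DESeq2 with default settings reached the paper's total of 27 genes, and its 15 lower and 12 higher genes equal the paper's 15 and 12 when these are counted for control relative to *Piezo1* cKO. The cyclic loess normalisation, chosen after the values were seen, gave 13 higher and 12 lower genes.

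Fig 6B shows *Piezo1* lower in *Piezo1* cKO by RT-qPCR, whereas the log2 fold change of *Piezo1* counts was 0.42 in the libraries labelled *Piezo1* cKO (adjusted p = 0.791, edgeR), and no setting that gave *Piezo1* a value made it negative. The 2 measures can differ, since counts over a whole gene do not distinguish transcripts that lack the deleted exons. *Piezo1* also had only 5 to 12 counts per library, so the counts do not decide whether the deletion took place. Fig S8A places a circadian term on the same side as ribosome terms. In the hand-written lists, the circadian genes had a mean log2 fold change of 0.20 and the ribosome biogenesis genes one of -0.21, and no setting run here gave the circadian list a negative mean. The paper reports mainly cytoskeletal terms. The actin cytoskeleton and adhesion list as a whole had a mean log2 fold change of 0.040 (adjusted p = 0.981, camera) and among the camera, fry and fgsea tests passed the threshold only after the cyclic loess normalisation chosen after the values were seen (0.12, adjusted p = 0.0114), although its mean was higher than that of 99.96% of 10000 random lists matched on mean expression. The sarcomere list (1.05) passed camera with the preset correlation, but not with estimated correlation (adjusted p = 0.320) or fry (adjusted p = 0.171). Counted among the genes called higher, the sarcomere and actin lists together held 7 of 40 in edgeR (one-sided Fisher's exact test, p = 4.9e-07) and 3 of 12 in DESeq2 (one-sided Fisher's exact test, p = 0.00138). Of these 7 genes, 5 were sarcomere genes. Fig 6D counts up-regulated genes, so this count is closer to it than the mean of a list. Fisher's test treats these genes as independent and takes no account of the correlation between them.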

Other observations

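The lists of YAP targets and imprinted genes, cyclic loess normalisation, and the tests on *Gm47283* and on variation between cultures were chosen only after the called genes were seen. The *Xist* test for *Gm47283* and the limit of 0.2 for the culture test were set after those values were known. Directions rest on the labels.

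The 6 libraries can be split into groups of 3 and 3 in 10 ways, of which 4, the real split included, part every pair of same-numbered libraries. The remaining 6 keep some same-numbered libraries together. The real split gave 67 called genes in edgeR, and the other 3 of the 4 gave 0 to 5, so that 1 of the 4 gave as many, as did 1 of all 10. For the camera test, 1 of the 4 splits gave a p as small for the sarcomere, muscle differentiation, ribosome biogenesis and cell cycle lists (1 of all 10 for each) and 4 of 4 for the actin list (10 of 10). For sarcomere and actin genes among the called genes, 1 of 4 splits gave a Fisher p as small (1 of 10). With 10 splits the share cannot fall under 0.1, whatever the data, so this count could not rule out a division of the cultures that arose by chance for any of these results, and it is no evidence for one. The 6 splits that keep some same-numbered libraries together gave 0 to 2 called genes. Other splits also gave small camera p-values. In the split of control 1 with *Piezo1* cKO 2 and 3 against the rest, the unadjusted camera p was 9.8e-09 for the sarcomere and 3.6e-11 for the cell cycle list, against 2.0e-12 and 1.1e-12 in the real split. Each of the other 9 splits keeps 2 of the 3 libraries of each group on 1 side, so it retains part of the real difference and is not free of it.

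The cell cycle list, with 137 genes tested, had a mean log2 fold change of -0.25 (17 higher, 120 lower, adjusted p = 9.0e-12, camera), -0.25 with the replicate block (adjusted p = 2.2e-11), and 0.320 as its adjusted p with estimated correlation. Over the list alone 11 genes were called in edgeR, all 11 lower, and over all genes 4, *Smc2*, *Hmgb2*, *Cenpf* and *Prc1*, of which the last 2 are named after their values were seen. *Smc2* had a log2 fold change of -0.71 and *Hmgb2* of -0.62, and *Mki67* had -0.37 (adjusted p = 0.474, edgeR). With the block, their adjusted p-values in edgeR were 0.0340, 0.0213 and 0.637. The Reactome list of mitotic cell cycle genes, with 352 tested, had a mean log2 fold change of -0.12 (96 higher, 256 lower). Its shift had the same direction but was smaller and less one-sided than that of the hand-written list. A bias between libraries that varies with abundance was tested as a source of the list results, since the log2 fold change had a Spearman correlation of -0.211 with abundance across genes. After cyclic loess normalisation this correlation was 0.0318, and the camera adjusted p was 7.3e-14 for the sarcomere, 7.4e-14 for the muscle differentiation, 4.8e-09 for the ribosome biogenesis and 6.6e-12 for the cell cycle list, all with the preset correlation. The mean log2 fold changes moved from 1.05 to 0.97, from 0.95 to 0.91, from -0.21 to -0.18 and from -0.25 to -0.24. The first value of each pair is edgeR's and the second a difference of mean log2 CPM, so the estimator changed as well. On log2 CPM before this normalisation, the sarcomere list had mean levels of -0.483 in control and 0.483 in the libraries labelled *Piezo1* cKO. For ribosome biogenesis they were 0.0986 and -0.0986. The normalisation did act on the values, since the trend was largely removed and the mean of the actin list moved from 0.040 to 0.12. The means of the muscle differentiation and cell cycle lists hardly moved. This argues against the removed trend as the source of the results of these 2 lists. On the log2 CPM scale, the sarcomere difference also hardly moved, and that of ribosome biogenesis moved by a small part of its size. Neither of these 2 lists was fully explained by the trend that was removed.

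Libraries of 1 group may differ along the same direction as the groups. The difference between control and *Piezo1* cKO libraries was correlated across genes with the difference between 2 libraries of 1 group, with no library in both. Over the 6 choices the Spearman correlation lay between -0.204 and 0.108, and after cyclic loess normalisation between -0.184 and 0.125. The value farthest from 0 was -0.204 before and -0.184 after that normalisation. Since the limit of 0.2 was set after these values were known, the comparison decides nothing, and variation between cultures was neither shown nor excluded as a source of part of the difference.

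*Ccn1* (log2 fold change -0.70, adjusted p = 0.00591, edgeR) and *Igfbp3* (-0.73, adjusted p = 0.0159, edgeR) were lower in the libraries labelled *Piezo1* cKO, and with the replicate block their adjusted p-values were 0.0708 and 0.0539. Since *Ccn1* is a known target of YAP, lower YAP activity was tested with other YAP and TEAD targets. *Ccn1* and *Igfbp3* were left out of the list. The 14 tested genes had a mean log2 fold change of 0.14, with 9 higher and 5 lower (camera p = 0.0993, two-sided exact permutation test of the mean level of the list p = 0.2). With estimated correlation the camera value was 0.220, and with the replicate block 0.122. Among the 5 lower genes were *Ccn2* (log2 fold change -0.82, adjusted p = 0.159 and with the block 0.0528, edgeR) and *Ankrd1* (-0.32, adjusted p = 0.357 and with the block 0.324, edgeR), both named after their values were seen. Across the alternatives, the adjusted p of *Ccn2* lay between 3.9e-04 and 0.595, and it was under 0.05 with no filter (0.00114), with at least 10 counts in every library (0.0473), without control 1 and without control 2 (0.00128). The members of the list moved in both directions, and the list does not settle whether YAP activity was lower. The camera p was 0.0310 without control 3 and between 0.0700 and 0.284 without each other library, where the exact test cannot pass the threshold. In 1 of the 4 splits the p was as small (2 of 10).

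*H19* is an imprinted gene, and a shift of the imprinted gene network was tested with other imprinted genes, leaving out *Dcn*, whose values had been seen. Of the 12 tested genes, 9 were higher, with a mean log2 fold change of 0.27 (camera p = 0.0187 without adjustment for the lists tried, two-sided exact permutation test of the mean level of the list p = 0.2). The mean levels overlapped between the groups, with -0.074 in *Piezo1* cKO 1 and -0.060 in control 1. With estimated correlation the camera value was 0.0722, with fry 0.0212 and with the replicate block 0.0104, and 1 of the 4 splits gave a camera p as small (1 of 10). The list may share a shift with *H19*, but this could not be told apart from variation between cultures.

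*Gm47283*, annotated on chromosome Y of GRCm38 from 90784738 to 90816464, had 175, 137 and 126 counts in control and 84, 36 and 43 in the libraries labelled *Piezo1* cKO. Its log2 fold change of -1.37 had an adjusted p of 0.196 in edgeR, 1.4e-05 in edgeR with the block and 7.4e-04 in DESeq2. *Xist* did not differ (adjusted p = 0.664, edgeR), which does not point to a difference in sex. A difference at this end of chromosome Y could not be resolved with *Mid1-ps1*, which had 0 or 1 counts per library (p = 0.364 in edgeR without a filter, two-sided exact permutation test p = 1). *Gm47283* may also receive reads of similar sequences elsewhere, and how such reads were counted is not stated in the paper's text. Apart from sex and this end of chromosome Y, no biological explanation was tested.

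*Cd34* had a log2 fold change of -1.59 with an adjusted p of 0.181 in edgeR, 0.0582 in edgeR with the block and 8.2e-04 in DESeq2, and its counts in control, 53, 172 and 91, varied more than those in the libraries labelled *Piezo1* cKO, 39, 23 and 35.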
